# Transcriptome analysis of porcine *M. semimembranosus* divergent in intramuscular fat as a consequence of dietary protein restriction

**DOI:** 10.1186/1471-2164-14-453

**Published:** 2013-07-06

**Authors:** Ruth M Hamill, Ozlem Aslan, Anne M Mullen, John V O’Doherty, Jean McBryan, Dermot G Morris, Torres Sweeney

## Abstract

**Background:**

Intramuscular fat (IMF) content is positively correlated with aspects of pork palatability, including flavour, juiciness and overall acceptability. The ratio of energy to protein in the finishing diet of growing pigs can impact on IMF content with consequences for pork quality. The objective of this study was to compare gene expression profiles of *Musculus semimembranosus* (SM) of animals divergent for IMF as a consequence of protein dietary restriction in an isocaloric diet. The animal model was derived through the imposition of low or high protein diets during the finisher stage in Duroc gilts. RNA was extracted from *post mortem* SM tissue, processed and hybridised to Affymetrix porcine GeneChip® arrays.

**Results:**

IMF content of SM muscle was increased on the low protein diet (3.60 ± 0.38% versus 1.92 ± 0.35%). Backfat depth was also greater in animals on the low protein diet, and average daily gain and feed conversion ratio were lower, but muscle depth, protein content and moisture content were not affected. A total of 542 annotated genes were differentially expressed (DE) between animals on low and high protein diets, with 351 down-regulated and 191 up-regulated on the low protein diet. Transcript differences were validated for a subset of DE genes by qPCR. Alterations in functions related to cell cycle, muscle growth, extracellular matrix organisation, collagen development, lipogenesis and lipolysis, were observed. Expression of adipokines including *LEP*, *TNFα* and *HIF1α* were increased and the hypoxic stress response was induced. Many of the identified transcriptomic responses have also been observed in genetic and fetal programming models of differential IMF accumulation, indicating they may be robust biological indicators of IMF content.

**Conclusion:**

An extensive perturbation of overall energy metabolism in muscle occurs in response to protein restriction. A low protein diet can modulate IMF content of the SM by altering gene pathways involved in lipid biosynthesis and degradation; however this nutritional challenge negatively impacts protein synthesis pathways, with potential consequences for growth.

## Background

Intra-muscular fat (IMF), also known as marbling fat, is an adipocyte depot located within perimysial connective tissues alongside myofibres [1]. Intramuscular fat is a late-developing depot and intramuscular adipocytes have been shown to be metabolically distinct from adipocytes in other depots, such as subcutaneous fat, as reviewed by Hausman *et al.*[1]. IMF is very important in defining pork quality from a sensory perspective, since it is positively correlated with flavour, juiciness, tenderness/firmness and overall acceptability of pork [2-4]. Furthermore, IMF also has an important influence on the sensory characteristics of dry-cured ham, an economically significant processed product [5]. Some authors propose a minimum threshold of 1.5% IMF for acceptable eating quality in fresh pork [3], while other studies suggest that levels of 2 to 3% IMF are required to ensure desirable eating quality [6]. Currently, IMF levels in the majority of modern commercial breeds are typically less than 1.5% [7,8]. While this is largely due to genetic selection for lean growth, carcass yield, carcass composition and meat quality traits including IMF are influenced by an interaction between genotype and environmental factors such as level of nutrition [9-11]. An improved ability to manipulate IMF deposition could provide a basis to enhance uniformity in desirable eating quality characteristics in commercial production, but a more complete understanding of porcine muscle biology in relation to intramuscular fat deposition, in particular in the more commercially relevant muscles, is first required.

Dietary protein restriction during the growth/finisher phase in pigs, relative to overall energy content in the diet, is a nutritional strategy which has several profound effects on the pig, including reduced lean deposition, increased fat deposition throughout the carcass, and in particular, in the economically significant depot of IMF [12-15]. For example, feeding pigs a 15% reduced lysine:energy diet significantly increased IMF levels and furthermore improved juiciness, tenderness and overall acceptability scores by sensory panellists [12,16]. While extreme restriction strategies have also been shown to impair growth, limiting their relevance to the commercial setting, the generation of muscle displaying divergent IMF through such a dietary intervention provides a valuable resource to explore the physiology of this key eating quality trait.

Identification of gene pathways/networks whose expression is altered in response to nutritional modulation would provide insight into the physiological/biochemical processes important for muscle development and help to uncover the mechanisms involved in IMF deposition in porcine muscle [15,17]. The Duroc breed is characterised by moderate levels of IMF [18] which is more easily manipulated compared to other commercial breeds and it has been identified as a useful model for understanding the physiological basis for muscle lipid metabolism [19]. Within a carcass there are a number of muscles which exhibit favourable quality characteristics and command relatively high value. The *Musculus semimembranosus* (SM) is one such muscle that is particularly relevant to ham production. Hence, the objective of this study was to compare the phenotypic and transcriptomic response between Duroc pigs maintained on low and high protein diets during the finisher phase.

## Results and discussion

### Phenotypic response to dietary protein restriction

Although intakes did not differ significantly between animals on the low protein (LP) and high protein (HP) diets, average daily gain and feed conversion ratio were significantly lower in the animals on the LP diet (*P* < 0.001) (Table 1). While carcass weight did not differ significantly at slaughter, there was a tendency towards reduced carcass weight in animals on the LP diet (*P* < 0.1). Muscle depth did not differ between dietary treatments. However, fat depth measured between the 3rd and 4th rib was greater (*P* = 0.032) following the LP diet (Table 1). Composition analysis indicated that there was no effect of treatment on protein or moisture content in the muscle (*P* > 0.05). The LP and HP diets did, however, have a significant effect on fat content in the muscle: SM muscle derived from animals on the LP diet had almost twice as much IMF (Table 1) as muscle from the HP diet (3.60 ± 0.38% versus 1.92 ± 0.35%, *P <* 0.001). Our results concur with those of D’Souza et al. [20] and Bidner et al. [21] who also found a negative relationship with growth, as well as a positive increment in IMF deposition following protein restriction during growth. The two levels of IMF generated lie each side of the 2% IMF threshold for ‘desirable eating quality’ as suggested by Devol et al. [6] and thus provide a useful model for exploration of the molecular basis of eating quality.

**Table 1:** Animal performance, carcass and meat quality on dietary treatments

**Traits**	**LP diet (n = 5)**	**HP diet (n = 6)**	***P-value***
	**Mean ± S.E.**	**Mean ± S.E.**	
Initial weight (kg)	45.75 ± 2.85	46.50 ± 1.89	0.83
Feed intake (g/day)	1758.5 ± 127.2	2013.1 ± 107.0	0.170
Feed conversion ratio	3.40 ± 0.10	2.41 ± 0.11	*<0.001*
Average daily gain (kg)	0.52 ± 0.03	0.83 ± 0.03	*<0.001*
Carcass weight (kg)	61.62 ± 11.08	71.56 ± 5.85	0.088
Fat depth ¾ rib (mm)	9.55 ± 2.21	6.79 ± 1.39	*0.032*
Loin depth (mm)	54.24 ± 10.58	59.76 ± 5.24	0.29
IMF (%) SM day 2	3.60 ± 0.38	1.92 ± 0.35	*<0.001*
Protein (%) SM day 2	21.26 ± 0.36	22.19 ± 0.33	0.45
Moisture (%) SM day 2	73.48 ± 0.41	74.11 ± 0.38	0.93

SM: *M*. *semimembranosus* muscle.

### Identification and functional characterisation of differentially expressed genes in SM muscle associated with dietary protein restriction

A total of 744 transcripts were differentially expressed (DE) at the 0.05 level (P-like values from puma). Of these, 542 genes were annotated by ANEXdb [22] and are presented in Additional file 1: Table S1. 

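RNA from the *M. semimembranosus* of 11 Duroc gilts was measured, 6 from the HP diet (217 g/kg crude protein) and 5 from the LP diet (128 g/kg), after 63 days on the diets. Each pig has its own Affymetrix Porcine Genome array, so the pig is the replicate. The gilts were blocked on their initial body weight before assignment to the diets, they were penned in 2 groups, and the study's model of the carcass measures includes the slaughter date. None of these is given per pig in the sources used here, so the fit holds no weight block, and pen and date could not be separated from diet in any difference between LP and HP. On this array a transcript is read by 1 or more probe sets, each a group of short probes that together give a single expression level. The deposited values are the authors' log2 expression levels per probe set, and all 11 arrays have the same median of 6.72. The authors worked in R and Bioconductor with puma, and the background and normalisation steps behind these levels are not given in the sources used here. Of the 24123 probe sets, 124 controls were left out and 23999 were tested. The platform annotation gives 1 gene symbol for 10069 of them, several for 198 and none for 13732. Between 74.9% and 85.3% of the probe sets on an array lay above the highest of its 23 negative controls. LP was compared with HP in limma (two-sided), at an unadjusted p of 0.05 or less as in the study, because puma works from probe-level uncertainty that the expression levels do not carry. Single genes were also tested with a two-sided exact permutation test over all splits of the pigs into 6 and 5. The number of arrays limits the precision. In a simulation of this comparison, 64.2% of the probe sets given a 1.5-fold change passed the threshold, against 73.1% at 2-fold and 95.5% at 4-fold. The mean of the hybridisation spike-ins, bacterial and phage transcripts added before hybridisation, differed between LP and HP by -0.26 on the log2 scale (exact permutation p = 0.188). The 3′ minus 5′ signal of actin, which follows RNA degradation and amplification, differed by -0.43 (exact permutation p = 0.123).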

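DDIT3, a transcription factor of the stress response to amino acid shortage, was among the genes with the smallest p that were higher in LP muscle (log2 difference 0.67, standard error 0.15, limma p = 0.00112, exact permutation p = 0.00649). BTG2, an antiproliferative gene, was higher on both of its probe sets, at 2.36-fold on 1 of them (log2 difference 1.24 ± 0.29 (SE), exact permutation p = 0.00649). RRAD, a small GTPase of muscle, was 1.74-fold higher (log2 difference 0.80 ± 0.21 (SE), exact permutation p = 0.00866), and GYS1, the glycogen synthase of muscle, 1.37-fold higher (log2 difference 0.45 ± 0.11 (SE), exact permutation p = 0.00216). On the lower side stood PANK1, which catalyses the initial step of coenzyme A synthesis (log2 difference -0.71 ± 0.17 (SE), exact permutation p = 0.00433), and EGFR, the epidermal growth factor receptor (log2 difference -0.42 ± 0.12 (SE), exact permutation p = 0.00433). CAV1, the main protein of caveolae, was also lower (log2 difference -0.55 ± 0.11 (SE), exact permutation p = 0.00216), while its 2 brighter probe sets differed by -0.16 (exact permutation p = 0.273) and -0.22 and did not pass. The brightest GYS1 probe set differed by 0.22 and did not pass either. In all, 515 probe sets were higher and 712 were lower in LP at the study's threshold, 1227 or 5.11% of those tested. Of probe sets simulated without a change, 4.89% passed the same threshold. None of the 23999 passed a Benjamini-Hochberg adjusted p of 0.05 in limma (smallest adjusted p = 0.644), and 1, 3 and 2 did so without HP replicate 2, HP replicate 5 and LP replicate 5, respectively. With the probe sets whose mean lay below the median left out, 710 of this smaller tested set passed the study's threshold. Without HP replicates 1, 2 and 4, the arrays with the brightest upper end, 1884 passed, a setting chosen after the array values were seen.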

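All 542 probe sets of Table S1 had the stated direction in the deposited values, 191 higher and 351 lower in LP. In limma 365 of them passed the threshold again, 127 higher and 238 lower, and 228 did so with the replicate number as a block. These are the study's own calls on the same 11 pigs, so the shared direction is not independent evidence. Across the 542 probe sets the paper's log2 fold changes and those computed here had a Pearson correlation of 0.94, where probe sets are not independent replicates. The paper's fold was the smaller one for 495 of them, and the median ratio of the paper's log2 fold change to the value here was 0.75. A further 862 probe sets passed the threshold here and are not in Table S1. Of the 542 probe sets of Table S1, 277 carry 1 symbol in the platform annotation, and for 240 of these Table S1 gives the same symbol. Symbols were compared as written, so different names of the same gene, such as WAPAL and WAPL, count as different.

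**Figure D1:**
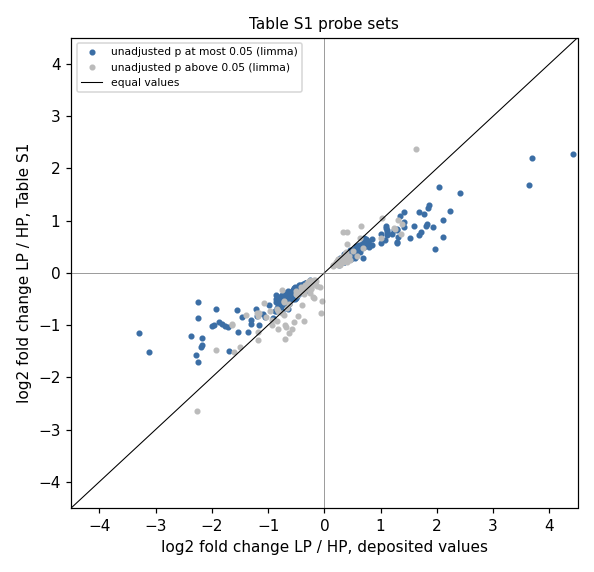
The log2 fold change, LP minus HP, of each of the 542 probe sets of Table S1, with the value computed here on the x axis and the paper's on the y axis. All points lie in the quadrants of shared sign, and most lie nearer to 0 on the paper's axis.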

Fold changes ranged from −6.29 to 5.14 and 130 genes had a greater than 1.5 fold change across phenotypes. 

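Past the study's threshold and beyond 1.5-fold stood 299 probe sets that were higher in LP and 343 that were lower. SOCS3, a feedback inhibitor of cytokine and leptin signalling, was higher in LP (log2 difference 3.70, standard error 0.71, limma p = 2.94e-04, exact permutation p = 0.00866). It lay above the negative controls on all 5 LP arrays but on 1 of 6 HP arrays, HP replicate 5, so this size rests on background values. A dimmer SOCS3 probe set had a mean level of -2.38. That lies below the highest negative control of every array (1.96 at the lowest), so this probe set cannot test the difference. STMN2, a neuronal gene with the paper's lowest fold change, lay above the controls on 1 of 6 HP arrays and on no LP array, so no fold is given (limma p = 0.0570, exact permutation p = 0.0476). ANKS1B, with the paper's highest, lay above them on 2 HP and 3 LP arrays and differed by 1.64 on the log2 scale (standard error 1.14, exact permutation p = 0.214), or by 2.53 without LP replicate 3, where it passed. STMN2 passed without HP replicate 2, HP replicate 3 or LP replicate 1, and without HP replicates 1, 2 and 4 together, a setting chosen after the array values were seen. Of the 642 probe sets beyond 1.5-fold, 211 carry a single gene symbol. A refit with dim probe sets left out put 102 in this class, and a refit with low values raised to a common floor 273, so the count depends on transcripts near the background.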

Previous studies of gene expression in relation to meat quality have shown that expression changes can be small [8,23] so in this study, all transcripts with a cut off *P*-like value of *P* ≤ 0.05 were considered DE. Differential expression assessed by realtime quantitative PCR (qPCR) for 13 selected genes was in a similar direction and magnitude compared to the microarray (Table 2). 

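Of the 10 genes that Table 2 lists as differentially expressed, 9 passed limma's test and all 10 had the stated direction. PROCR, the endothelial protein C receptor, was 2.24-fold lower in LP, with 8.13 ± 0.18 (SD, n = 5) against 9.29 ± 0.76 (SD, n = 6) in HP (exact permutation p = 0.00866). CBX5, a heterochromatin protein, was 1.37-fold higher (log2 difference 0.45 ± 0.11 (SE), exact permutation p = 0.00216), and the BTG2 probe set that Table 2 names 1.74-fold higher (log2 difference 0.80 ± 0.23 (SE), exact permutation p = 0.0130). IQGAP2, a scaffold protein, was 1.43-fold lower (log2 difference -0.52 ± 0.13 (SE), exact permutation p = 0.00649). MPHOSPH6, an exosome cofactor, rose by 0.37 (limma p = 0.0298, exact permutation p = 0.00866), but did not pass without LP replicate 1 or LP replicate 4 (0.34 in both cases), nor without HP replicates 1, 2 and 4 together (0.24), chosen after the array values were seen. UBE2CBP differed by 0.26 (limma p = 0.117, exact permutation p = 0.0411) and so passed the exact test alone. The 3 genes chosen as unchanged were level between the diets within their spread, at -0.01 for RAP1, -0.02 for MRPS6 and -0.09 for PSMD1, with standard errors of 0.12, 0.20 and 0.15. After quantile normalization these 3 differences were 0.04, 0.03 and 0.01, so their sign depends on the scaling.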

Although fold changes were generally low, a number of functional modules were altered and several broad patterns emerged through the various functional and ontological analyses. The most significant molecular and cellular functions, along with the number of up- and down-regulated genes observed in each function, are presented in Figure 1. The pathways significantly over-represented in the DE genes are presented in Table 3 and the most significant gene interaction network is presented in Figure 2, suggesting potential specific mechanisms underlying the broader biological functions. Taken together, these analyses suggest that an array of cellular processes including cell division and growth, protein metabolism, lipid metabolism, and the stress response were modulated in SM muscle by dietary protein restriction. Almost twice as many transcripts (351) were down-regulated, compared to up-regulated (191) indicating a repression of transcription in the SM muscle in response to protein restriction. 

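Of the probe sets past the threshold, 58.0% were lower in LP. Among those with a single gene symbol, 273 were lower and 189 higher. The split rests on few arrays, since it was 48.6% lower without HP replicate 4 and 65.9% without HP replicate 3. After quantile normalization 55.5% were lower. Without HP replicates 1, 2 and 4, the arrays with the brightest upper end, 40.1% were lower, a setting chosen after the array values were seen. Every array was scaled to the same median, so the share cannot show a change in the total amount of RNA.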

Up- and down-regulated gene-lists were analysed separately using DAVID functional annotation clustering, permitting evaluation of the high-level trends among the DE genes, while reflecting the fact that genes have more than one function or may be members of several pathways. 

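Among the genes the paper clusters as up-regulated, all 7 probe sets of the lipid metabolism cluster passed the threshold and were higher in LP. The glucose metabolism cluster holds ECD, HIF1A and LEP, and all 3 passed in limma. The ECD probe set lay above the negative controls on 2 of 6 HP and 4 of 5 LP arrays (exact permutation p = 0.0606), and a far brighter ECD probe set differed by 0.11 and did not pass. In the cell division cluster 5 of 9 probe sets passed, among them MPHOSPH6, and the other 4 ran in the same direction. RAN, PSMA6 and DSN1 passed too, but their brightest probe sets differed by -0.22, -0.14 and 0.21 and did not pass. The study chose these genes on the same pigs, so the counts are not independent evidence of direction.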

For up-regulated genes, three significant annotation clusters (AC) were identified which cluster terms relating to cell division, glucose metabolism and lipid metabolism, respectively (Table 4). 

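The down-regulated clusters on cell division and the cell cycle hold 33 probe sets, all below 0 in LP minus HP, of which 21 passed the threshold in limma. CDK2, the cyclin-dependent kinase of S phase entry, was 1.40-fold lower in LP (log2 difference -0.48, standard error 0.14, limma p = 0.00561, exact permutation p = 0.00866). Dimmer CDK2 probe sets differed by -0.28 and by 0.39, the latter at a mean level of 1.30, and did not pass. BUB1, a spindle checkpoint kinase, is on the same list but lay above the negative controls on 1 of 6 HP arrays and on no LP array, so no fold is given (exact permutation p = 0.697). The extracellular matrix cluster holds 12 probe sets, all below 0, of which 5 passed. The fibre protein genes FBLN5 (log2 difference -0.67 ± 0.17 (SE), exact permutation p = 0.00433) and ELN (log2 difference -0.72 ± 0.29 (SE), exact permutation p = 0.0260) were among them. ELN did not pass without HP replicate 2 (-0.69), LP replicate 4 (-0.60) or LP replicate 5 (-0.68), nor with the 3 brightest HP arrays left out (-0.81), a setting chosen after the array values were seen. These genes were picked from the same 11 pigs, so their shared sign is not independent evidence.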

Four AC were identified for the down-regulated gene-list (Table 5) with the first three of these all grouping terms related to cell division and cell cycle functions, while the fourth cluster represented terms related to extracellular matrix and connective tissue development. The major patterns observed in the overall dataset are discussed individually below.

**Table 2:** Genes selected for realtime quantitative PCR (qPCR) validation of differential expression observed on the microarray

**Gene category**	**Annotation probe ID**	**Gene symbol**	**Function**	**Microarray**		**qPCR**	
				FC*^#^	***P*-value**	FC*^#^	***P*-value**
Differentially expressed genes	Ssc.27307.1.S1_at	MPHOSPH6	Protein binding, RNA degradation	1.208	0.0009	1.413	0.006
	Ssc.24599.1.S1_at	UBE2CBP	Ligase activity	1.179	0.010	1.293	0.005
	Ssc.9340.1.A1_at	LTBR	Apoptosis	2.178	0.018	1.908	0.031
	Ssc.16159.1.S1_at	SCD	Synthesis of unsaturated fatty acids	2.374	0.011	6.2	0.066
	Ssc.17286.1.A1_at	BTG2	Protein binding	1.763	0.012	2.418	0.015
	Ssc.28320.1.S1_at	CBX5	Chromatin binding, enzyme binding	1.357	5.86E-07	1.214	0.091
	Ssc.17345.1.S1_at	ANGPTL4	Enzyme inhibitor activity, receptor binding	−2.204	7.3133E-06	−2.355	0.003
	Ssc.3020.1.A1_at	IQGAP2	Actin binding, cytoskeleton	−1.415	1.6622E-05	−1.358	0.098
	Ssc.26308.1.S1_at	PROCR-like	Receptor activity	−1.991	0.001	−2.461	0.013
	Ssc.27508.1.A1_at	SATB2	Protein coding, transcription factor	−1.409	7.1385E-05	−1.358	0.10
Non-changing genes	Ssc.11026.1.S1_at	RAP1	Cell adhesion and cell junction formation	1.000	0.98	1.267	0.16
	Ssc.14406.1.A1_at	MRPS6	Encodes ribosomal protein	1.001	0.96	1.241	0.22
	Ssc.1480.1.S1_at	PSMD1	Substrate recognition and binding	1.002	0.90	1.286	0.15

*FC: Fold change.

^#^Positive fold changes indicate that the low protein (LP) diet resulted in higher expression than the high protein (HP) diet and the number represents [expression LP/ expression HP]. Negative fold changes indicate that the LP diet resulted in lower expression than the HP diet and the number represents {−[expression HP / expression LP]}.

Gene expression changes (fold changes) and *P*-values determined by microarray and qPCR are shown.

**Figure 1:**
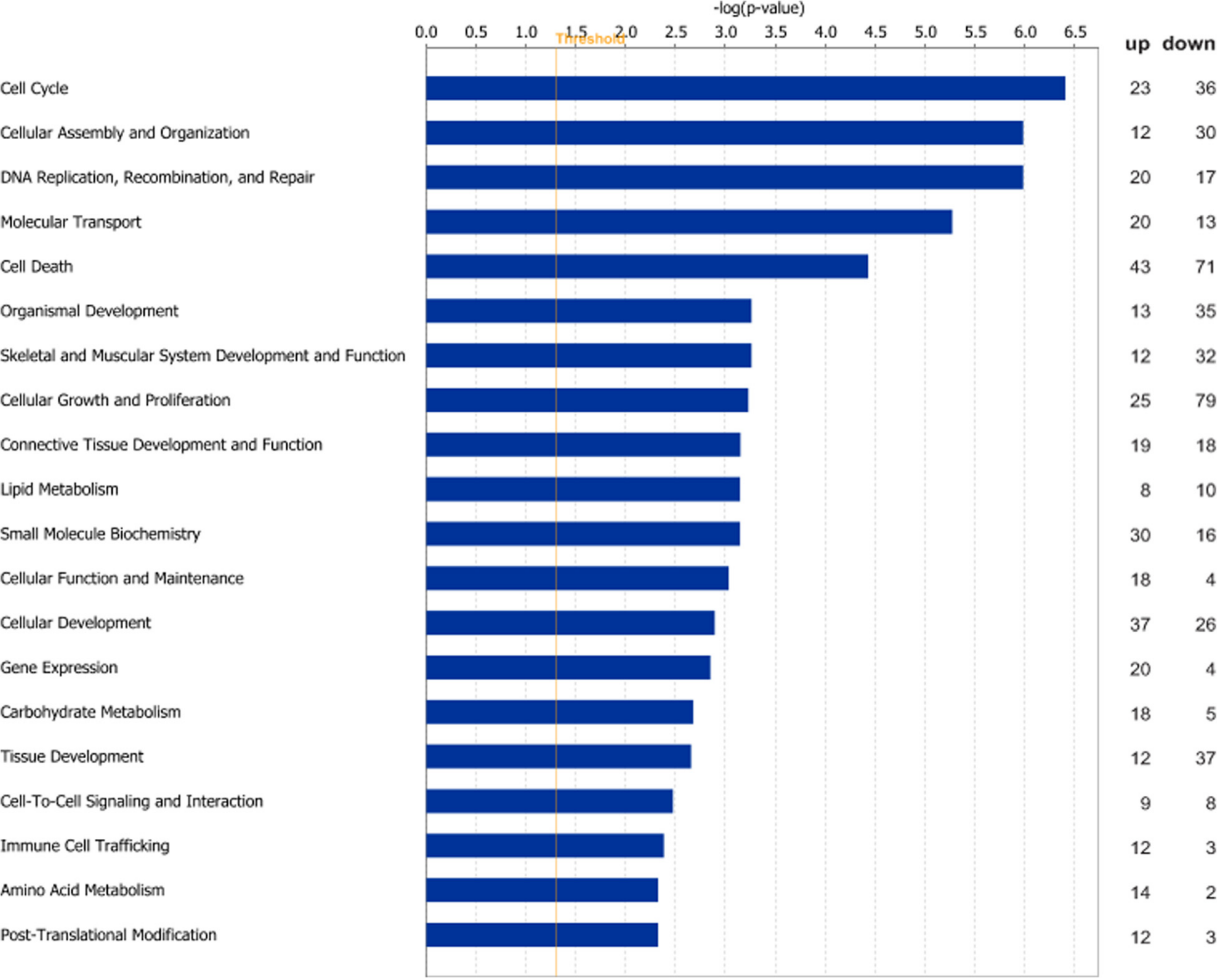
**IPA molecular and cellular functions significantly over-represented among differentially expressed genes.** *bars indicate the likelihood [−log (*P*-value)] that the specific molecular and cellular function category was affected by the LP diet compared with the HP diet. The number of up- and down-regulated genes in each group is represented on the right hand side. The cut-off is shown at *P* < 0.05 (1.301 log scale).

**Table 3:** Gene classification according to canonical signalling pathways* using IPA

**Ingenuity® Canonical Pathways**	***P*-value**	**% DE**^#^	**Genes**
Factors Promoting Cardiogenesis in Vertebrates	0.0021	8.51	**TGFBR2**, **CCNE1**, TGFB2, **LEF1**, **TCF7L1**, APC, **PRKD1**, **CDK2**
Antiproliferative Role of TOB in T Cell Signalling	0.0047	15.4	**TGFBR2**, **CCNE1**,TGFB2, **CDK2**
Alanine and Aspartate Metabolism	0.0061	5.68	ADSL, **ASNSD1**, DARS, **MYO5B**, ASNS
HIF1α Signalling	0.0066	7.27	MAPK8, MRAS, KRAS, **MMP2**, HIF1A, MMP24, NOS2, P4HTM
Nicotinate and Nicotinamide Metabolism	0.018	5.15	NT5C3, DAPK1, ENPP1, NEK2, MAPK8, MAK, **CDK2**
Apoptosis Signalling	0.025	6.67	**CAPNS1**, MAPK8, MRAS, KRAS, **MAP4K4**, PARP1
PPARα/RXRα Activation	0.031	5	**TGFBR2**, GPD1, MAPK8, MRAS, TGFB2, KRAS, **MAP4K4**, **CYP2C19**, **ITGB5**
Arachidonic Acid Metabolism	0.037	3.57	**PLA2G4A**, **GPX3**, CYP4B1, **GPX5**, **ALOX12**, **CYP2C19**, **GPX6**, **PLOD3**
Nitrogen Metabolism	0.039	3.01	CA9, **CA3**, **ASNSD1**, ASNS
Prolactin Signalling	0.039	6.49	SOCS3, **SP1**, MRAS, KRAS, **PRKD1**
p38 MAPK Signalling	0.043	6.25	**TGFBR2**, **PLA2G4A**, DDIT3, TGFB2, **CREB3L4**, **HMGN1**
ATM Signalling	0.047	7.55	**CCNB1**, MAPK8, **CREB3L4**, **CDK2**
NF-κB Activation by Viruses	0.048	6.00	**CR2**, **ITGB5**, KRAS, MRAS, **PRKD1**
Intrinsic Prothrombin Activation Pathway	0.049	8.60	**COL3A1, COL5A3, PROS1**
HGF Signalling	0.049	5.71	MAPK8, MRAS, KRAS, **MAP3K3**, **PRKD1**, **CDK2**
TGF-β Signalling	0.054	6.00	KRAS, MAPK8, MRAS, TGFB2, **TGFBR2**

^#^% DE: Percentage of genes annotated in that pathway that were observed differentially expressed in the present study.

*Cancer, disease-specific pathways, neurotransmitter and other nervous system signalling and pathogen-influenced signalling were excluded from the analysis.

Down-regulated genes are highlighted in bold, up-regulated genes are in normal typeface.

**Figure 2:**
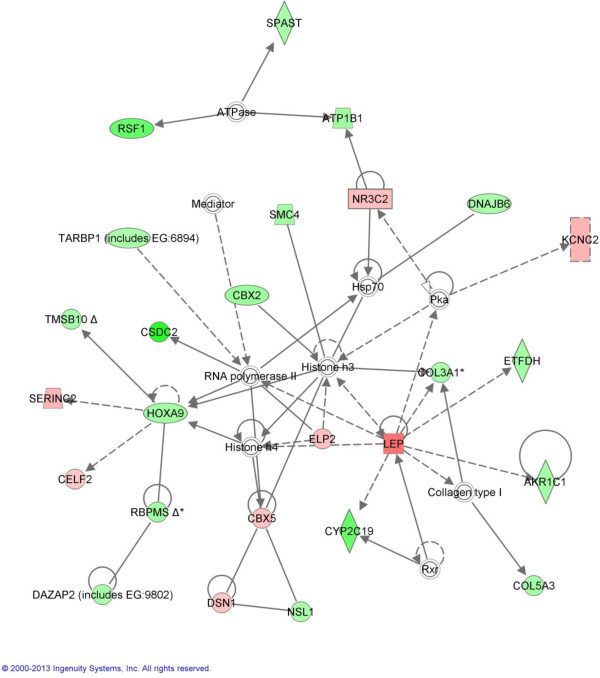
**Network 1: Molecular transport, lipid metabolism, small molecule biochemistry.** Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). Up-regulated genes are indicated in red and down-regulated genes are indicated in green.

**Table 4:** Functional annotation clustering of up-regulated genes by DAVID

**Annotation Cluster 1-**	**Count**	***P*-value**^**+**^	**Genes**
**Enrichment Score: 1.33**			
GO:0000087 ~ M phase of mitotic cell cycle	8	0.008	SSSCA1, FZR1, DDX11, NEK3, DSN1, RAN, MPHOSPH6, APC
GO:0000280 ~ nuclear division	7	0.025	SSSCA1, FZR1, DDX11, NEK3, DSN1, RAN, APC
GO:0007067 ~ mitosis	7	0.025	SSSCA1, FZR1, DDX11, NEK3, DSN1, RAN, APC
GO:0048285 ~ organelle fission	7	0.030	SSSCA1, FZR1, DDX11, NEK3, DSN1, RAN, APC
GO:0000278 ~ mitotic cell cycle	9	0.036	SSSCA1, FZR1, PSMA6, DDX11, NEK3, DSN1, RAN, MPHOSPH6, APC
**Annotation Cluster 2-**	**Count**	***P*-value**	**Genes**
**Enrichment Score: 1.26**			
GO:0010906 ~ regulation of glucose metabolic process	3	0.050	LEP, HIF1A, ECD
**Annotation Cluster 3-**	**Count**	***P*-value**	**Genes**
**Enrichment Score: 1.15**			
GO:0019637 ~ organophosphate metabolic process	7	0.017	SERINC2, GPD1, PIGU, PIGB, GALT, FIG 4, LIPC
GO:0046486 ~ glycerolipid metabolic process	6	0.025	SERINC2, GPD1, PIGU, PIGB, FIG 4, LIPC
GO:0006650 ~ glycerophospholipid metabolic process	5	0.033	SERINC2, PIGU, PIGB, FIG 4, LIPC

^+^*P*-value from modified Fisher exact score.

**Table 5:** Functional annotation clustering of down-regulated genes by DAVID

**Annotation Cluster 1-**	**Count**	***P*-value**^**+**^	**Genes**
**Enrichment Score: 2.63**			
GO:0051301 ~ cell division	18	3.317E-05	KIAA0892, NEK2, NUSAP1, CECR2, BIRC5, RACGAP1, MCM5, CDK2, SMC4, CCNB1, CCNE1, MAD2L1, NSL1, CKS2, BUB1, CHFR, ASPM, SPAST
GO:0000280 ~ nuclear division	13	0.0008	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, CDK2, SMC4, CCNB1, MAD2L1, NSL1, BUB1, CHFR, ASPM
GO:0007067 ~ mitosis	13	0.0008	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, CDK2, SMC4, CCNB1, MAD2L1, NSL1, BUB1, CHFR, ASPM
GO:0000087 ~ M phase of mitotic cell cycle	13	0.0009	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, CDK2, SMC4, CCNB1, MAD2L1, NSL1, BUB1, CHFR, ASPM
GO:0048285 ~ organelle fission	13	0.001	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, CDK2, SMC4, CCNB1, MAD2L1, NSL1, BUB1, CHFR, ASPM
GO:0000279 ~ M phase	16	0.001	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, PIM2, CDK2, SMC4, RPA1, CCNB1, MAD2L1, NSL1, CKS2, BUB1, CHFR, ASPM
GO:0007049 ~ cell cycle	27	0.002	CLSPN, NEK2, AURKA, SESN1, RPA1, CCNE1, BUB1, ASPM, KIAA0892, NUSAP1, BIRC5, PIM2, GAS1, RACGAP1, CDK2, SMC4, CCNB1, MAD2L1, NSL1, RASSF2, CKS2, G0S2, SIAH2, CHFR, CCNDBP1, SPAST, TP53INP1
GO:0007059 ~ chromosome segregation	7	0.004	KIAA0892, MAD2L1, NEK2, NSL1, NUSAP1, BIRC5, SMC4
GO:0022402 ~ cell cycle process	21	0.004	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, PIM2, GAS1, RACGAP1, SESN1, CDK2, SMC4, RPA1, CCNB1, CCNE1, MAD2L1, NSL1, CKS2, BUB1, CHFR, ASPM, TP53INP1
GO:0000070 ~ mitotic sister chromatid segregation	5	0.004	KIAA0892, MAD2L1, NEK2, NUSAP1, SMC4
GO:0022403 ~ cell cycle phase	17	0.004	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, PIM2, CDK2, SMC4, RPA1, CCNB1, CCNE1, MAD2L1, NSL1, CKS2, BUB1, CHFR, ASPM
GO:0000819 ~ sister chromatid segregation	5	0.005	KIAA0892, MAD2L1, NEK2, NUSAP1, SMC4
GO:0007346 ~ regulation of mitotic cell cycle	9	0.007	MAD2L1, HOXA13, NEK2, BUB1, NUSAP1, BIRC5, GAS1, CHFR, CDK2
GO:0000278 ~ mitotic cell cycle	14	0.020	KIAA0892, NEK2, NUSAP1, AURKA, BIRC5, CDK2, SMC4, CCNB1, CCNE1, MAD2L1, NSL1, BUB1, CHFR, ASPM
GO:0051726 ~ regulation of cell cycle	12	0.043	CCNB1, MAD2L1, HOXA13, TBX3, NEK2, BUB1, CKS2, NUSAP1, BIRC5, GAS1, CHFR, CDK2
**Annotation Cluster 2- Enrichment Score: 1.66**	**Count**	***P*-value**	**Genes**
GO:0007346 ~ regulation of mitotic cell cycle	9	0.007	MAD2L1, HOXA13, NEK2, BUB1, NUSAP1, BIRC5, GAS1, CHFR, CDK2
GO:0010564 ~ regulation of cell cycle process	7	0.019	MAD2L1, HOXA13, NEK2, BUB1, NUSAP1, BIRC5, GAS1
GO:0007088 ~ regulation of mitosis	5	0.019	MAD2L1, HOXA13, NEK2, BUB1, NUSAP1
GO:0051783 ~ regulation of nuclear division	5	0.019	MAD2L1, HOXA13, NEK2, BUB1, NUSAP1
GO:0051726 ~ regulation of cell cycle	12	0.043	CCNB1, MAD2L1, HOXA13, TBX3, NEK2, BUB1, CKS2, NUSAP1, BIRC5, GAS1, CHFR, CDK2
GO:0033043 ~ regulation of organelle organization	9	0.048	CAV1, PLA2G4A, MAD2L1, HOXA13, NEK2, ELN, BUB1, NUSAP1, TMSB10
**Annotation Cluster 3- Enrichment Score: 1.35**	**Count**	***P*-value**	**Genes**
GO:0010564 ~ regulation of cell cycle process	7	0.019	MAD2L1, HOXA13, NEK2, BUB1, NUSAP1, BIRC5, GAS1
GO:0031577 ~ spindle checkpoint	3	0.020	MAD2L1, BUB1, BIRC5
**Annotation Cluster 4- Enrichment Score: 1.33**	**Count**	***P*-value**	**Genes**
GO:0043062 ~ extracellular structure organization	9	0.011	GJA10, NRXN3, FBLN5, ELN, COL3A1, NID1, DCN, COL5A3, GFOD2
GO:0030198 ~ extracellular matrix organization	7	0.012	FBLN5, ELN, COL3A1, NID1, DCN, COL5A3, GFOD2
GO:0007160 ~ cell-matrix adhesion	6	0.024	LYVE1, FBLN5, COL3A1, ITGB5, NID1, COL5A3
GO:0031589 ~ cell-substrate adhesion	6	0.035	LYVE1, FBLN5, COL3A1, ITGB5, NID1, COL5A3

^+^*P*-value from modified Fisher exact score.

### Repression of cell cycle, cellular growth and tissue development

In response to the lack of available protein in the diet, animals on the LP diet appear to have had a reduced capacity for efficient growth (Table 1). Functional annotation of the DE genes highlighted a number of biological processes and those with the largest number of down-regulated genes were ‘*cellular growth and proliferation’*, ‘*tissue development’*, ‘*cell cycle’*, ‘*organismal development’* and ‘*skeletal and muscular system development’* (data from IPA). 

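Of the genes of the muscle fibre itself, each read by its brightest probe set, 1 passed the threshold alone. The fast fibre set was lower in LP in limma's camera test, a call lost with an estimated correlation (adjusted p = 0.738) and after quantile normalization. Of 14 myogenic and satellite cell genes, listed before the data were examined, none passed the threshold in either direction, and as a set they did not differ from other genes (limma's camera test, adjusted p = 0.897). Their median log2 difference was -0.05 and their mean -0.01, while the test's sign was positive. A dimmer probe set of IGF1R, a growth factor receptor on this list, fell by 0.73 (exact permutation p = 0.0303). Of 11 slow fibre sarcomere genes, none rose and 1, a probe set of CA3, fell, with a median of -0.24 (adjusted p = 0.0654 from camera). None of 9 fast fibre sarcomere genes passed alone, but all lay below 0, with a median of -0.25 (adjusted p = 0.0142 from camera). This call was lost with an estimated correlation (adjusted p = 0.738) and without HP replicate 1, 2 or 4 or LP replicate 1 (adjusted p = 0.0726 to 0.105), and the sign turned after quantile normalization (adjusted p = 0.729). The slow fibre set passed without HP replicate 2, 3 or 6 or LP replicate 4 (adjusted p = 0.00981 to 0.0371). No member of the 3 lists passed when adjusted over the list alone.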

Of the observed genes which have functions in growth and development, greater numbers were down-regulated in tissue of animals on the LP diet than were up-regulated (Figure 1), suggesting these are the molecular mechanisms actively repressing growth in this model. They included groups of genes with important functions such as ‘*cellular assembly and organisation*’ (30 genes down-regulated; 12 up-regulated), ‘*cellular growth and proliferation*’ (79 down-regulated genes; 25 up-regulated) and ‘*cell cycle*’ (36 genes down-regulated; 20 up-regulated). 

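Cell cycle genes leaned towards lower expression in LP muscle, with a set call that was lost at an estimated correlation (adjusted p = 0.426). As small a camera p came from 13 of 100 splits of the pigs, the real one included, so chance cannot be excluded. Of 32 measured members of a list fixed before the data were examined, 26 lay below 0 and 7 fell at the study's threshold, while 0 rose. The list includes CKS2, a cofactor of cyclin-dependent kinases, with a log2 difference of -0.52 (standard error 0.15, exact permutation p = 0.00216). BIRC5 (survivin), needed for chromosome segregation, fell by 0.35 (7.04 ± 0.09 (SD, n = 5) in LP and 7.39 ± 0.15 (SD, n = 6) in HP, exact permutation p = 0.00433), and the spindle checkpoint gene MAD2L1 was 1.44-fold lower (log2 difference -0.53 ± 0.17 (SE), exact permutation p = 0.0130). Neither passed without HP replicates 1, 2 and 4 together (-0.23 and -0.35), a setting chosen after the array values were seen. CCNB1, the mitotic cyclin B1, leaned the same way with a wider spread and did not pass (log2 difference -0.72, standard error 0.35, limma p = 0.0663, exact permutation p = 0.0887), and passed without HP replicate 5 (-0.92) or LP replicate 5 (-0.96). The median member differed by -0.42 and the list score was below the HP mean on 5 of 5 LP arrays (exact permutation p = 0.117). HP replicate 2 had a score of 0.95, and without it the mean shift went from -0.38 to -0.23 and 4 of 5 LP arrays lay below the HP mean. Against other genes the set was lower (limma's camera with a preset correlation of 0.01, adjusted p = 3.32e-05 over 25 lists). With an estimated correlation it did not pass (adjusted p = 0.426), and none of its genes passed when adjusted over the list alone.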

IPA analysis (Table 3) revealed that key growth-related pathways modulated by the protein-restricted diet included, ‘*alanine and aspartate metabolism’,* ‘*TGF beta signalling*’, ‘*Arachidonic acid metabolism’* pathway ‘*nitrogen metabolism’*, and ‘*MAPK signalling*’, suggesting an overall repression of growth and development within the muscle tissue as a result of the LP diet, which is reflected in the reduced average daily gain and the tendency towards reduced carcass weight (Table 1). Functional annotation clustering of gene ontology term annotations in DAVID of down-regulated (n = 351) genes showed that many of the functional categories down-regulated in high IMF tissue relate to reduced availability of protein in the muscle, with significant categories such as ‘*skeletal system development’* and ‘*morphogenesis*’ indicating that these processes may be repressed in a restricted protein regime (Table 5). Three of the ACs related to cell division, cell cycle and reflected the divergence of resource allocation from protein deposition and growth. 

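Few genes of the protein synthesis machinery passed the threshold. Of 63 cytosolic ribosomal protein genes, each read by its brightest probe set, none passed the threshold in either direction, although 58 lay below 0 in LP, with a median of -0.17. Dimmer probe sets that Table S1 gives as RPS23 (-0.44, exact permutation p = 0.0108) and RPL11 (-0.34, exact permutation p = 0.00649) fell. As a set the 63 genes were lower (camera, adjusted p = 0.00110), a call lost with an estimated correlation (adjusted p = 0.865) and without HP replicate 4 (adjusted p = 0.105). After quantile normalization the same list was higher (adjusted p = 0.0420), so its direction follows the scaling. Its mean level also followed the hybridisation spike-ins, which are not muscle RNA, across the 11 arrays after the diet means were removed (Pearson r = 0.976, permutation p = 4e-05, Spearman rho = 0.973, 1 relation tested). Without the 2 arrays farthest from the median spike-in level r was 0.941, and within HP and LP it was 0.979 and 0.949. Of 35 translation factors none passed on the brightest probe set, while a dimmer one of EIF3D rose by 0.96 (exact permutation p = 0.0325), 23 lay below 0, and the set did not differ (adjusted p = 0.744 from camera), with its sign turned after quantile normalization. No gene of either list passed when adjusted over the list alone.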

Despite the down-regulation of numerous protein synthesis and cellular growth pathways, there was no significant discrepancy in muscle depth or muscle protein concentration at slaughter between the two dietary conditions (Table 1).

Several of the observed pathways differentially expressed in muscle tissue, offer potential mechanisms, through which the restriction of dietary protein may act to mediate this inhibition of growth. The key difference between the two diets was the availability of dietary protein, which was energetically compensated for through inclusion of carbohydrate. 

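In the alanine and aspartate metabolism group of Table 3, ASNS and DARS were higher in LP muscle and MYO5B was lower at the study's threshold. DARS, the aspartyl-tRNA synthetase, was 1.39-fold higher, with 8.46 ± 0.11 (SD, n = 5) in LP and 7.99 ± 0.23 (SD, n = 6) in HP (limma p = 0.00402, exact permutation p = 0.00433). A brighter DARS probe set differed by 0.14 and did not pass. ADSL, an enzyme of purine synthesis that acts on an aspartate product, differed by 0.31 (limma p = 0.0715, exact permutation p = 0.0649). It passed after quantile normalization (0.35) and without HP replicate 4 (0.41), alone or together with HP replicates 1 and 2 (0.54), the latter chosen after the array values were seen. All 5 probe sets of the group had the paper's direction, which is not independent evidence because the study chose them on these pigs.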

A key indicator pathway of amino acid deprivation, ‘*alanine and aspartate metabolism’,* was significantly over-represented in the data (Table 3). For example, the asparagine synthetase gene, *ASNS* was significantly induced in LP diet muscle. 

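*ASNS*, which makes asparagine from aspartate and glutamine, was 1.56-fold higher on the LP diet, at 11.51 ± 0.32 (SD, n = 5) against 10.87 ± 0.42 (SD, n = 6) on the HP diet (log2 difference 0.64, standard error 0.22, limma p = 0.0158, exact permutation p = 0.0260). Genes of the amino acid deprivation response as a group were higher too at camera's preset correlation, a call lost with an estimated one (adjusted p = 0.426). Of 23 measured members of that list, fixed before the data were examined, 18 lay above 0, 4 rose and 0 fell at the study's threshold. Those that rose were ASNS, ATF3, DDIT3 and ATF5, and ASNS and DDIT3 are also calls of the study on these pigs. ATF5 had a mean level of 0.23, below the highest negative control of every array (1.96 at the lowest). No fold is given for it, although it counts in the list mean. ATF3, a stress-induced transcription factor, was 1.93-fold higher (log2 difference 0.95 ± 0.34 (SE), exact permutation p = 0.0303). DDIT3 is on the list as well, and was its only gene to pass when adjusted over the list alone. The mean member differed by 0.26 (median 0.11), and the list score was above the HP mean on 5 of 5 LP arrays (exact permutation p = 0.0260). The set was higher than other genes in limma's camera test (adjusted p = 1.44e-04). With an estimated correlation it did not pass (adjusted p = 0.426).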

*ASNS* responds to the deprivation of a wide range of different amino acids, therefore suggesting that this signal may be induced following amino acid restriction (Desvergne et al. 2006). This gene was also observed differentially expressed between lean and fatter pig breeds, i.e. Large White versus Basque [24]. A second significant pathway identified was the ‘*transforming growth factor-beta (TGF-β) signalling*’ pathway. The ‘*TGF-β signalling pathway’* was differentially expressed and *TGFBR* itself was down-regulated (Table 3). 

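*TGFBR2*, the type II receptor of TGF-β, fell by 0.31 on the log2 scale in LP muscle (limma p = 0.0429, exact permutation p = 0.0195). The ligand TGFB2 was higher on both probe sets of Table S1, by 0.49 (limma p = 0.0207, exact permutation p = 0.0238) and 0.40 (limma p = 0.0238, exact permutation p = 0.00649). Of its other probe sets 1 differed by 0.55 and passed and 1 by 0.05 and did not. A dimmer probe set of ACVR1 fell in limma (-0.43). A dimmer TGFB3 probe set passed too, on the lower side, but its mean level was -0.30. That lies below the highest negative control of every array (1.96 at the lowest), so no fold is given. Of 19 measured TGF-β signalling genes listed before the data were examined, 1 rose and 1 fell. The gene that rose was TGFB2, and the one that fell was BAMBI (log2 difference -0.57 ± 0.24 (SE)), not TGFBR2. The set did not differ from other genes (camera, adjusted p = 0.929). None of the 19 passed when adjusted over the list alone. The receptor's call is fragile, since it was lost after quantile normalization (-0.29) and with any of HP replicates 1, 3, 4 and 6 or LP replicates 1, 3, 4 and 5 left out (-0.23 to -0.34). With HP replicates 1, 2 and 4 left out together, chosen after the array values were seen, neither TGFBR2 (-0.30) nor the latter TGFB2 probe set (0.40) passed. Both differences stayed close to those with all arrays, and that fit holds fewer HP pigs. These lost calls therefore do not show smaller differences. TGFB2 did not pass without LP replicate 5 (0.38 and 0.30) or, on the latter probe set, LP replicate 2 (0.32).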

TGF-β plays key roles in regulating many cellular processes such as cell growth and differentiation, homeostasis, apoptosis, inflammation [25,26] and extracellular matrix (ECM) metabolism [27]. 

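Genes of arachidonic acid metabolism leaned towards lower expression in LP muscle without a call as a set. Of 18 genes listed before the data were examined, 13 lay below 0, 2 fell and 1 rose at the study's threshold. The genes that fell were GPX3, a plasma glutathione peroxidase, and PLA2G7, which hydrolyses platelet-activating factor, while PTGDS, the prostaglandin D2 synthase, rose. The median was -0.30, and limma's camera test gave an adjusted p = 0.0622 (0.0334 after quantile normalization, which passes). The set also passed without HP replicate 1, 2 or 5 or LP replicate 1 or 2 (adjusted p = 0.0276 to 0.0406). None of the genes passed when adjusted over the list alone.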

The ‘*Arachidonic acid metabolism’* pathway (Table 3) was also significantly modulated in the study. Arachidonic acid is involved in cellular signalling and is abundant in skeletal muscle [28]. Through its conversion to active components such as the prostaglandin PGF2α, arachidonic acid is necessary for the repair and growth of skeletal muscle tissue and in general muscle anabolic processes [29]. 

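Of the 8 genes in the paper's arachidonic acid group, 7 lay below 0 in LP minus HP and 1, CYP4B1, above. At the study's threshold 3 of them fell, GPX3, PLA2G4A and PLOD3, and CYP4B1 rose. The probe set given as CYP2C19 lay above the negative controls on 4 of 6 HP arrays and on none of the 5 LP arrays, at least 1.11-fold lower in LP (limma p = 0.247, exact permutation p = 0.275). It passed without HP replicate 4, alone or together with HP replicates 1 and 2, the latter chosen after the array values were seen. The study chose the 8 genes on the same pigs, so their direction is not independent evidence. In the platform annotation the probe sets that Table S1 names CYP4B1 and CYP2C19 carry other symbols, the latter CYP2C33.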

In the present study, the arachidonic acid pathway was also generally down-regulated in response to protein restriction (Table 3). Indeed, the second most repressed gene in the experiment with a −3.254 fold change was involved in arachidonic acid signalling i.e. potassium voltage-gated channel, Shal-related subfamily, member 2 (*KCND2*) [30]. 

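*KCND2*, a voltage-gated potassium channel gene, was near the background of the array in this muscle. Its level exceeded the negative controls on 1 of 6 HP arrays, HP replicate 3 at 3.28, and on none of the 5 LP arrays, so no fold is given. The difference passed the threshold (limma p = 0.0238, exact permutation p = 0.0108), as it also did without HP replicate 3. It did not pass without LP replicate 1 or LP replicate 3. With low values raised to a common floor the log2 difference fell to -0.09, which did not pass.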

Ramayo-Caldas et al. [31] also observed that the arachidonic acid pathway, including genes identified in the present study, such as *CYP2C19*, was significantly differentially expressed in liver of Iberian X Landrace pigs divergent for fatty acid content, suggesting this pathway may also be an influence on accumulation of fatty acids.

Since the protein and amino acid composition of the diet was extremely limiting (7 g/kg feed), in addition to the reduced availability of protein for growth, there may have been a reduced need for energy to excrete excess protein, as suggested by the down regulation of genes in the ‘*nitrogen metabolism’* pathway (Table 3). Furthermore, myofibrillar protein turnover may also have been restricted in high IMF tissue with observed down-regulation of the *CAPNS1* (Calpain small subunit 1) gene. 

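The nitrogen metabolism group of Table 3 holds ASNS and CA9, which were higher in LP muscle, and CA3 and ASNSD1 on the lower side. CA9, a carbonic anhydrase of the cell surface, was 1.63-fold higher (log2 difference 0.71 ± 0.21 (SE), exact permutation p = 0.0152). CA3, the abundant carbonic anhydrase of slow muscle fibres, was 1.37-fold lower, at 12.60 ± 0.18 (SD, n = 5) in LP and 13.05 ± 0.31 (SD, n = 6) in HP (limma p = 0.0195, exact permutation p = 0.0281). The other CA3 probe set differed by -0.34 and passed, and a brighter CA9 probe set by 0.32 and did not. At the study's threshold 2 of the 4 probe sets rose, 1 fell and 1 did not pass. The study chose them on these pigs, so the counts are not independent evidence. Without HP replicates 1, 2 and 4 together, a setting chosen after the array values were seen, CA3 differed by -0.24 and CA9 by 0.63, and neither passed.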

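*CAPNS1*, the small regulatory subunit shared by the calpain proteases, was 1.49-fold lower in LP muscle, at 9.73 ± 0.25 (SD, n = 5) against 10.30 ± 0.13 (SD, n = 6) in HP (log2 difference -0.57, standard error 0.13, limma p = 0.00138, exact permutation p = 0.00433). It passed with each array left out in turn, but a brighter CAPNS1 probe set differed by -0.05 and did not pass. Of 45 protein breakdown genes listed before the data were examined, from the proteasome, autophagy, cathepsin and calpain systems, none passed the threshold on its brightest probe set, in limma or when adjusted over the list alone. A dimmer probe set that Table S1 gives as PSMA6, a proteasome subunit, rose by 0.44 (exact permutation p = 0.0455), and its brightest one differed by -0.14. Of the 45 genes 39 lay below 0, with a median of -0.09, and as a set they did not pass (camera, adjusted p = 0.0772). The set passed without HP replicate 3 (adjusted p = 0.00104), HP replicate 6 (adjusted p = 0.0117) or LP replicate 4 (adjusted p = 0.0475), and its sign turned after quantile normalization (adjusted p = 0.835).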

The repression of protein turnover could contribute to the conservation and efficient utilisation of a reduced resource of dietary protein. The efficient response to dietary protein restriction may thus involve a suppression of both protein synthesis and breakdown pathways in order to achieve an overall improvement in the efficiency of protein accretion in the myofibrils.

### Extracellular matrix and connective tissue development

Connective tissue provides a source of physical strength and scaffolding support for growing muscle tissue [32,33]. In the present study, procollagen genes *COL3A1* (collagen, type III, alpha 1) and *COL5A3* (collagen type V, alpha 1) were prominent in the most significant network (Figure 2) and along with several other collagens (*COL8A1* and the only collagen strictly localised in the basement membrane *COL4A1*) were reduced in expression in high IMF tissue. 

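COL8A1, a short-chain collagen, and COL5A3, a fibrillar one, were lower in LP muscle. COL8A1 was 1.83-fold lower (log2 difference -0.87, standard error 0.33, limma p = 0.0223, exact permutation p = 0.0411) and COL5A3 1.30-fold lower (log2 difference -0.38, standard error 0.17, limma p = 0.0434, exact permutation p = 0.0455). The 3 other COL8A1 probe sets, all brighter, differed by -0.11, -0.46 and -0.22, and none passed. COL3A1, a main collagen of the muscle sheaths, differed by -0.29 and -0.28 on the 2 probe sets of Table S1 (limma p = 0.0536 and 0.0511, exact permutation p = 0.0411 and 0.0346), so it passed the exact test alone. COL4A1, of the basement membrane, differed by -0.33 (11.45 ± 0.07 (SD, n = 5) in LP and 11.78 ± 0.36 (SD, n = 6) in HP, exact permutation p = 0.0909). After quantile normalization the COL3A1 differences were -0.13 and -0.11, still below 0. COL5A3 did not pass with any of HP replicates 1, 2, 4 and 6 or LP replicates 2 to 5 left out (-0.41 to -0.31), nor COL8A1 without LP replicate 1 (-0.74). Leaving out HP replicates 1, 2 and 4 together, chosen after the array values were seen, gave -0.15 for COL5A3, which did not pass. COL3A1 passed without HP replicate 3 (-0.34 and -0.32), HP replicate 6 (-0.34 and -0.31) or LP replicate 5 (-0.34 and -0.33), and on the former probe set without HP replicate 5 (-0.32), as did COL4A1 without HP replicate 3 (-0.40) or HP replicate 6 (-0.42).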

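PLOD3, a lysyl hydroxylase that modifies collagen, was 1.31-fold lower in LP muscle, at 6.95 ± 0.26 (SD, n = 5) against 7.34 ± 0.22 (SD, n = 6) in HP (limma p = 0.0295, exact permutation p = 0.0303). ALOX12, a lipoxygenase, differed by -0.21 with a standard error of 0.43 (limma p = 0.641, exact permutation p = 0.721). HP replicate 6 had a far lower ALOX12 level than the other HP arrays, and without it the difference was -0.59 and passed. PLOD3 did not pass without HP replicates 2, 3 or 6 or LP replicates 4 or 5 (-0.37 to -0.31).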

Down-regulation of other genes important for collagen development e.g. *PLOD3* (pro-collagen-lysine, 2 oxoglutarate 5-dioxygenase 3), which codes for lysl hydroxylase and is involved in collagen synthesis [34] and *ALOX12* (arachidonate 12-lipoxygenase) was also seen in muscle of animals on the LP diet (Table 3). While the extracellular matrix was long considered a relatively inert ground substance, recent work has shown that it is an integral component of cellular signalling, through the interaction of extracellular matrix molecules with growth factors to influence cell shape, movement and gene expression [35]. For example, studies have shown that the removal of collagen VI stimulates the metabolism and survival of adipocytes [36]. Functional annotation clustering (Table 5) revealed that functions such as ‘*extracellular matrix organisation*’ and ‘*extracellular structure organisation*’ were represented in AC 4 amongst the down-regulated genes (e.g. *COL3A1, COL5A3, NID1, DCN*, *ITGB5* etc.). 

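Matrix genes were lower as a group in LP muscle at camera's preset correlation, though few passed alone. This group call was lost with an estimated correlation (adjusted p = 0.428) and without HP replicate 3 (adjusted p = 0.0961). Of 38 extracellular matrix and collagen genes listed before the data were examined, 33 lay below 0, 3 fell and 0 rose at the study's threshold, with a median of -0.24. Those that fell were PLOD3, COL5A3 and MMP2, which are also calls of the study on the same pigs. MMP2, a gelatinase that remodels the matrix, was 1.44-fold lower (log2 difference -0.53 ± 0.13 (SE), exact permutation p = 0.00216). Of the genes the paper names here, NID1, a linker of the basement membrane, was 1.40-fold lower (log2 difference -0.49 ± 0.12 (SE), exact permutation p = 0.00433), and the integrin subunit ITGB5 1.52-fold lower (log2 difference -0.60 ± 0.19 (SE), exact permutation p = 0.00216), the latter without passing when HP replicates 1, 2 and 4 were left out together (-0.50), chosen after the array values were seen. DCN (decorin) differed by -0.28 (limma p = 0.0525, exact permutation p = 0.0346), and by -0.37 without HP replicate 5, where it passed. The list was lower in limma's camera test (adjusted p = 8.24e-05), a call lost with an estimated correlation (adjusted p = 0.428) and without HP replicate 3 (adjusted p = 0.0961). Its list score differed by -0.24 (exact permutation p = 0.149), or by -0.14 without HP replicate 3, with 3 of 5 LP arrays then below the HP mean, and none of its genes passed when adjusted over the list alone. Fibroblast markers, some of which stand on the matrix list too, were lower as well, with 9 of 10 below 0. The set was lower in camera (adjusted p = 0.00170), but not with an estimated correlation (adjusted p = 0.428) or without HP replicate 3 (adjusted p = 0.106). Its mean shift was -0.28 with all arrays and -0.17 without HP replicate 3. The 5 markers off the matrix list differed by -0.28 on average (exact permutation p = 0.00649), or by -0.21 without HP replicate 3. Among these 5, CD34 differed by -0.05. SCARA5, a ferritin receptor that marks fibroblasts, was the only fibroblast marker to fall at the threshold (log2 difference -0.54 ± 0.16 (SE), exact permutation p = 0.00216).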

Damon and colleagues [24] investigated the *Longissimus* muscle transcriptome of two breeds contrasting for fatness, the highly selected Large White and the traditional unselected Basque breed, which displays lower production efficiency and higher IMF content compared to commercial breeds. They identified extracellular matrix functions as the most significantly over-represented group in their dataset. They also observed some of the genes identified in the present study such as decorin (*DCN*), which plays an important role in matrix assembly and whose impaired expression has a major influence on the collagen network. The extra-cellular matrix is an important influence underpinning differential cell and muscle tissue modelling. Identification of this component as being differentially expressed in two such contrasting animal models (dietary restriction and breed comparison) confirms its biological importance in the determination of composition and organisation of muscle tissue, as well as its significance to regulation of IMF.

### Modulation of lipid metabolism

Finisher pigs on the LP diet were characterised by a redirection of energy from overall growth to fat deposition, with increased fat accumulation in adipose depots including subcutaneous fat and IMF content (Table 1). This concept is supported by the observation that many of the up-regulated processes in SM muscle from animals on the LP diet have functions associated with increased lipid metabolism, and in particular synthesis (Tables 2, 3, 4 and Figures 1 and 2). 

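Genes that build and esterify fatty acids were higher as a set in LP muscle at camera's preset correlation. With an estimated correlation this call was lost (adjusted p = 0.428), and 12 of the 20 genes lay above 0 and 8 below. Of these 20 measured genes of fatty acid and triacylglycerol synthesis, listed before the data were examined, 5 rose and 0 fell at the study's threshold. They were PNPLA3 (the probe set given as LTBR in Table S1), DGAT2, SCD, FASN and SLC25A1. The PNPLA3 probe set, SCD and SLC25A1 are also calls of the study on these pigs. The mean member differed by 0.30, the median by 0.09, and the list score was above the HP mean on 5 of 5 LP arrays (exact permutation p = 0.0541), or on 4 of 5 without HP replicate 3 or HP replicate 5. Which gene the PNPLA3 probe set reads is not settled, and with it left out, a choice made after its values were seen, 4 of 19 genes rose, 11 lay above 0, and the mean was 0.22 with 4 of 5 LP arrays above the HP mean (exact permutation p = 0.156, camera adjusted p = 0.0443, or adjusted p = 0.591 with an estimated correlation). DGAT2, which adds the last acyl chain of triacylglycerol, was 1.72-fold higher (log2 difference 0.78, standard error 0.27, limma p = 0.0156, exact permutation p = 0.0260). Against other genes the set was higher (limma's camera, adjusted p = 0.0104), a call lost with an estimated correlation (adjusted p = 0.428) and without HP replicate 3 (adjusted p = 0.0516). None of its genes passed when adjusted over the list alone. Adipocyte markers moved the same way, 11 of 16 above 0 with a mean of 0.28, as a set at adjusted p = 0.0261 from camera, or adjusted p = 0.466 with an estimated correlation. Without HP replicate 5 the mean was 0.17, and 4 of 5 LP arrays lay above the HP mean. DGAT2 and SCD, the marker genes that rose on their brightest probe set, stand on both lists. Dimmer probe sets of LEP (3.64), which is not on the synthesis list, and of GPD1 (0.55) rose as well. The marker call was lost without HP replicate 2, 4 or 5 or LP replicate 2 or 5, with adjusted p up to 0.170. From the lipid functions among the up-regulated processes, and the thicker fat and higher IMF of these pigs, the paper reasons that energy was redirected on the LP diet from growth to fat deposition.

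**Figure D2:**
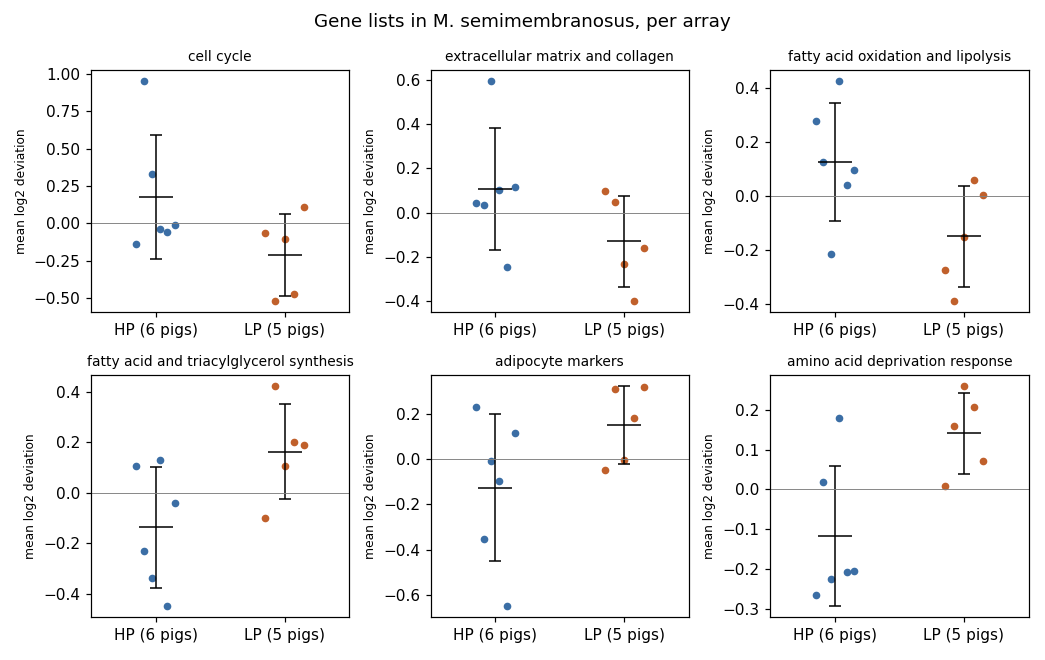
List scores (mean log2 level of a list's genes after centring each gene, y axis) in 6 HP and 5 LP pigs for 6 gene lists, with a point per array and the mean ± SD as line and bars. The cell cycle, extracellular matrix and fatty acid oxidation scores lie lower on average in LP, and the synthesis, adipocyte and amino acid scores higher.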

IPA analysis of biological processes indicated that high IMF muscle displayed up-regulation of genes related to ‘*phospholipid metabolic process’, ‘glycerolipid biosynthetic process’, ‘lipid biosynthetic process’, ‘organophosphate metabolic process’,* as well as ‘*glucose metabolic process’, ‘regulation of cellular carbohydrate metabolic process’, ‘regulation of carbohydrate metabolic process’* and ‘*cell division’, ‘mitosis’, ‘mitotic cell cycle’.* Key pathways modulated by the protein-restricted diet include those involved with fatty acid uptake (‘*PPAR alpha/ RXR alpha*’) and fatty acid synthesis (‘*glycerolipid metabolic process*’ and ‘*glycerophospholipid metabolic process*’).

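The lipid genes that the paper clusters under these processes, FIG4, GALT, GPD1, LIPC, PIGB, PIGU and SERINC2, had log2 differences of 0.28 to 1.68 in LP minus HP. They were chosen by the study on these pigs. Of 25 glycolysis and glycogen genes listed before the data were examined, 1 rose, the brain-type aldolase ALDOC, and 0 fell at the study's threshold on the brightest probe set of each gene. Of their other probe sets 2 of GYS1 and 1 of SLC2A4 (0.64, exact permutation p = 0.0238), the insulin-responsive glucose transporter, rose. The median was -0.17, and limma's camera test found no shift of the set (adjusted p = 0.515), whose sign turned after quantile normalization. None passed when adjusted over the list alone.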

**Table 6:** Composition and chemical analysis of LP (12.8% protein) and HP (21.7% protein) diets

	**LP diet**	**HP diet**
**Ingredient (g/Kg)**		
Barley	200	200
Wheat	643	399.3
Soya bean meal	86	341
Tallow	42	34.2
Dical phosphate	10	6.2
Limestone	9.6	10.8
Salt	5	5
Lysine-HCL	2	1
Mineral and vitamins	2.5	2.5
Total	1000.0	1000
**Analysed Composition (g/Kg)**		
Dry Matter	885.0	890.0
Crude Protein (N x 6.25)	128.0	217.0
Ash	39.3	37.3
Crude Fibre	33.3	41.3
Crude Oil	25.1	34.3
Gross Energy (MJ)	15.7	15.8
Lysine	7.0	13.0
Methionine + Cysteine	4.2	7.8
Threonine	4.6	8.5
Tryptophan	1.3	2.3

Peroxisome proliferator activated receptor-alpha (PPARα) is a ligand-activated transcription factor that belongs to the nuclear receptor family. *PPARα* signalling plays major roles in the stimulation of uptake, binding, activation and consequent oxidation of fatty acids in several tissues including skeletal muscle [37]. *PPARα* is highly expressed in a number of tissues (skeletal and heart muscle, liver, and brown adipose tissue) with high levels of lipid catabolism and is activated by polyunsaturated fatty acids [38-40]. Here, differential expression of 9 genes involved in ‘*PPARα/RXRα activation’* (Table 1) was observed and these genes were in general up-regulated in the higher IMF condition. 

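The PPARα/RXRα group of the paper was split between the directions. Its 12 probe sets, for 9 genes, divide into 5 that rose, 5 that fell and 2 that did not pass the threshold in limma. Probe sets of TGFB2, MAPK8 and GPD1 were among those that rose, and probe sets of ITGB5, MAP4K4 and TGFBR2 fell, with log2 differences between -0.70 and 0.55 over the whole group. MAP4K4, a kinase upstream of JNK, has 3 of the 5 lower probe sets. The receptor gene itself, PPARA, was 1.89-fold lower in LP muscle, at 3.05 ± 0.73 (SD, n = 5) against 3.97 ± 0.49 (SD, n = 6) in HP (limma p = 0.0232, exact permutation p = 0.0411). It lay above the negative controls on all 6 HP arrays and 3 of 5 LP arrays. PPARA did not pass without LP replicate 1 (-0.85), LP replicate 2 (-0.79) or LP replicate 4 (-0.76), and a dimmer PPARA probe set differed by 0.04. Nor did it pass when HP replicates 1, 2 and 4 were left out together (-0.75), chosen after the array values were seen. The group was chosen by the study on these pigs, so it is not independent evidence.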

Canovas *et al.*[19] also observed induced *PPARα* signalling in muscle of pigs with high levels of IMF content and this is also reflected in liver of pigs divergent for fatty acid profile [31]. *PPARα* signalling was also highlighted in pathways relevant to carbohydrate metabolism indicating a high-level modulation of energy-generating and consuming pathways in muscle.

Network analysis and functional annotation of biological processes (Figure 2 and Table 4) revealed over-expression of a number of other genes with functions in lipid metabolism, including membrane lipid biosynthesis (e.g. *SERINC2, LTBR*, *MLYCD*, *PIGU, FIG 4, GPD1 etc.*), but which are not well known in relation to IMF accumulation. 

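PIGU, a subunit of the transamidase that attaches proteins to membrane lipid anchors, was 1.29-fold higher in LP muscle, at 7.55 ± 0.17 (SD, n = 5) against 7.19 ± 0.10 (SD, n = 6) in HP (limma p = 0.00726, exact permutation p = 0.00649). FIG4, a phosphoinositide phosphatase, was 1.37-fold higher (log2 difference 0.45, standard error 0.17, limma p = 0.0203, exact permutation p = 0.0238). SERINC2, GPD1 and the LTBR probe set were higher as well, while MLYCD was lower. Of the 12 probe sets of lipid genes discussed in the paper's text, 7 rose and 5 fell, and all 12 passed the threshold. They were picked by the study from these pigs, so the count is not independent evidence. Without HP replicates 1, 2 and 4, a setting chosen after the array values were seen, FIG4 differed by 0.33 and did not pass.

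**Figure D3:**
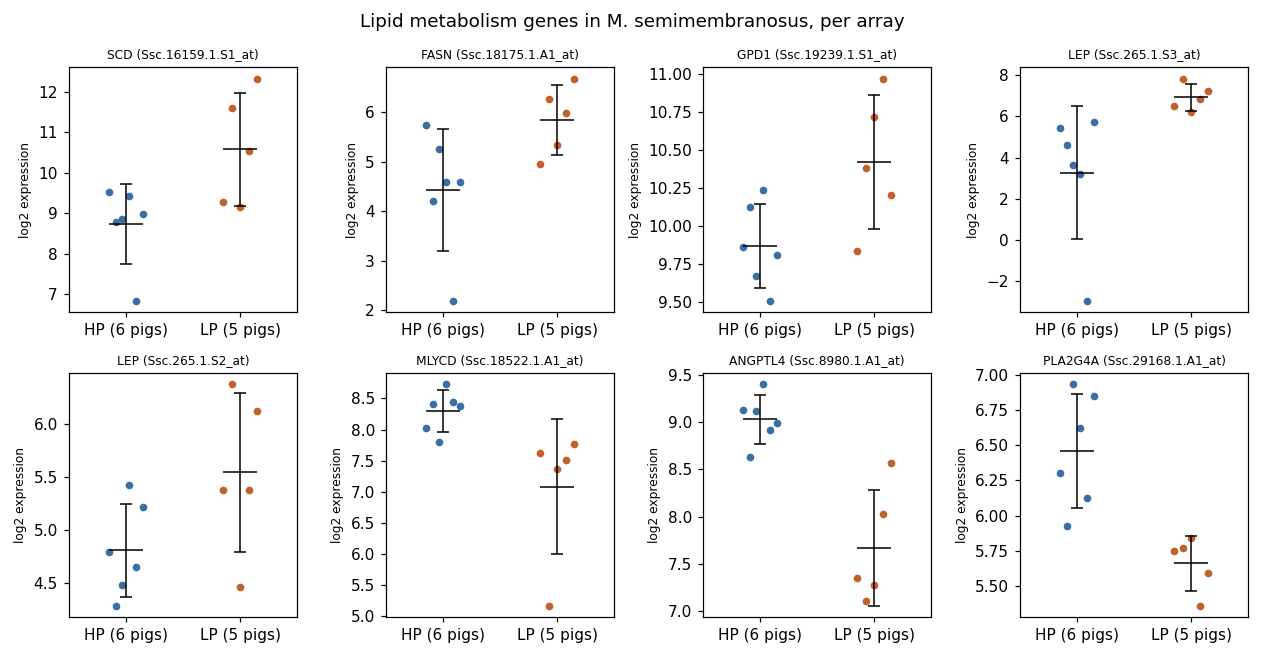
Log2 expression level (y axis) of 8 lipid gene probe sets in 6 HP and 5 LP pigs, with a point per array and the mean ± SD as line and bars. SCD, FASN, GPD1 and LEP lie higher on average in LP, and MLYCD, ANGPTL4 and PLA2G4A lower.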

*SERINC2* (serine incorporator 2) is a member of the serine incorporator family which plays a pivotal role in the regulation of lipid biosynthesis by facilitating the synthesis of the serine-derived lipids, phosphatidylserine and sphingolipids [41]. Here, *SERINC2* was highly up-regulated and was a member of the top network. 

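*SERINC2* was 3.20-fold higher in LP muscle (log2 difference 1.68, standard error 0.45, limma p = 0.00328, exact permutation p = 0.0152). Its level lay above the negative controls on all 5 LP arrays but on 2 of 6 HP arrays, so the size of the fold rests partly on background values. The call held with each array left out in turn, but a brighter SERINC2 probe set differed by 0.25 and did not pass.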

*SERINC2* has not been well-studied in the context of meat quality but was recently identified within a QTL for fatty acid profile [42]. Phospholipases are critical enzymes involved in mediating many aspects of cellular function through modulating the physical properties of membranes, generation of lipid second messengers and cellular bioenergetics. 

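PLA2G4A, the cytosolic phospholipase A2 that releases arachidonic acid from membranes, was 1.74-fold lower in LP muscle. The mean level was 5.66 ± 0.19 (SD, n = 5) in LP and 6.46 ± 0.41 (SD, n = 6) in HP (log2 difference -0.80, standard error 0.20, limma p = 0.00215, exact permutation p = 0.00433). The difference passed with each array left out in turn.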

Cytosolic calcium-dependent phospholipase A2, group IVA (*PLA2G4A*) has been shown to mediate the increase in triglyceride content of adipose tissue after high-fat feeding [43] and here it was down-regulated in high IMF tissue. 

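The probe set that Table S1 gives as LTBR was 3.39-fold higher in LP muscle, at 5.08 ± 0.74 (SD, n = 5) against 3.32 ± 0.91 (SD, n = 6) in HP (log2 difference 1.76, standard error 0.47, limma p = 0.00331, exact permutation p = 0.0130). It lay above the negative controls on all 5 LP arrays and on 4 of 6 HP arrays. In the platform annotation this probe set carries the symbol PNPLA3, a lipase and acyltransferase of lipid droplets, and the paper's methods name PNPLA3 among the genes measured by qPCR. Which of these genes it reads cannot be settled from the expression levels.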

Lymphotoxin β Receptor (LTBR) is a member of the tumor necrosis factor receptor superfamily and has been shown to be an important mediator of lipid homeostasis [44]. 

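MLYCD was 2.33-fold lower in LP muscle, and every LP array lay below every HP array (log2 difference -1.22, standard error 0.43, limma p = 0.0164, exact permutation p = 0.00216). LP replicate 2 was far below the other LP arrays, and without it the log2 difference was -0.74 and still passed. It did not pass without HP replicates 1, 2 and 4 together (-1.13), a setting chosen after the array values were seen. Genes of fatty acid oxidation and lipolysis were lower as a group at camera's preset correlation, a call lost with an estimated one (adjusted p = 0.428). Of 33 such genes, listed before the data were examined, 30 lay below 0, with a median of -0.23. At the study's threshold 5 fell and 0 rose. ANGPTL4 and ACSL1 among them are also calls of the study on these pigs, so the count is not fully independent evidence. PDK4, a kinase that turns muscle from glucose to fatty acid use, was 1.45-fold lower (log2 difference -0.53 ± 0.22 (SE), exact permutation p = 0.0498). ACSL1, which activates long-chain fatty acids, was 1.36-fold lower (log2 difference -0.44 ± 0.19 (SE), exact permutation p = 0.0455). The list was lower in limma's camera test (adjusted p = 4.42e-06) and below the HP mean on 5 of 5 LP arrays (exact permutation p = 0.0498). With an estimated correlation it did not pass (adjusted p = 0.428), and 1 gene, ANGPTL4, passed when adjusted over the list alone. PDK4 did not pass with any of HP replicates 1, 2, 4 and 5 or LP replicates 1 to 3 left out (-0.53 to -0.42), nor ACSL1 with any of HP replicates 1, 2, 4, 5 and 6 or LP replicates 1 to 3 left out (-0.46 to -0.35). Both also lost the call when the bright HP replicates 1, 2 and 4 were left out together (-0.37 in both cases).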

Malonyl CoA decarboxylase (MLYCD) acts to increase the rate of fatty acid oxidation and *MLYCD* was down-regulated in the present study indicating that not only is lipid biosynthesis and accumulation up-regulated but that fatty acid turnover may be repressed. 

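SCD was 3.58-fold higher in LP muscle, at 10.58 ± 1.39 (SD, n = 5) against 8.74 ± 0.98 (SD, n = 6) in HP (log2 difference 1.84, standard error 0.66, limma p = 0.0174, exact permutation p = 0.0195). FASN, which builds palmitate from malonyl-CoA, was 2.67-fold higher (log2 difference 1.42, standard error 0.57, limma p = 0.0311, exact permutation p = 0.0346). SCD passed with each array left out in turn. None of the 3 other FASN probe sets, all dimmer, passed. Their mean levels were 0.19, 0.19 and 2.95, and the highest negative control averaged 2.77 in HP and 2.85 in LP. They lay below or near the background, so they cannot test the FASN call. FASN did not pass without HP replicate 2 (1.37), LP replicate 2 (1.31), LP replicate 4 (1.38) or LP replicate 5 (1.21).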

Stearoyl CoA Desaturase (SCD) is the catalyst of the conversion of saturated fatty acids to monounsaturated fatty acids (MUFA) [45,46] and is of interest from a health perspective and was highly up-regulated in the LP diet, confirming its association with IMF accumulation which is in accordance with observations by Canovas et. al [47] and da Costa et al. [15]. These genes are potential markers of fatty acid uptake, binding, storage and oxidation.

As well as its roles in cell growth and differentiation, expression of the *TGF-β* signalling pathway suppresses pre-adipoctye differentiation and reduces expression of glycerol-3-phosphate dehydrogenase (*GPD1*) [48]. The observed repression of the *TGF-β* signalling pathway and increased expression of *GPD1* in muscles of animals on the LP diet is thus a candidate mechanism for the increased orientation towards adipocyte differentiation and proliferation and may stimulate the accumulation of IMF in this model.

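*GPD1*, the cytosolic enzyme that makes the glycerol backbone of triacylglycerol, was 1.47-fold higher in LP muscle (log2 difference 0.55, standard error 0.21, limma p = 0.0256, exact permutation p = 0.0390). A brighter GPD1 probe set, with a mean level of 13.01, differed by 0.07 and did not pass. In the TGF-β group of Table 3, 4 of 6 probe sets rose, 1 fell and 1 did not pass the threshold. MAPK8 and TGFB2 were among those that rose, and the one that fell belongs to TGFBR2. The study chose the group on these pigs. GPD1 did not pass without HP replicate 5 (0.48), LP replicate 3 (0.48) or LP replicate 4 (0.42).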

While the primary function of adipocytes are to store triacylglycerols during periods of energetic excess and release again during periods where energy is deprived, adipocytes are also a major source of endocrine and paracrine signals [1]. Adipogenic endocrine factors and secretory products are important mediators of energy homeostasis, immunological response, vascular disease and appetite regulation. ANGPTL4 (known as fasting-induced adipocyte factor), the hepatic fibrinogen/angiopoietin-related protein, or PPAR-γ angiopoietin-related protein, is a secreted glycoprotein abundantly expressed in adipocytes [49]. *ANGPTL4* abundance may be an indicator of IMF accumulation in porcine muscle. 

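*ANGPTL4*, a secreted inhibitor of lipoprotein lipase that PPARs induce on fasting, fell on both of its probe sets. On the brighter of these every LP array lay below every HP array, and the gene was 2.57-fold lower in LP muscle, at 7.67 ± 0.61 (SD, n = 5) against 9.03 ± 0.26 (SD, n = 6) in HP (log2 difference -1.36, standard error 0.26, limma p = 3.14e-04, exact permutation p = 0.00216). On the other, which Table 2 names, the log2 difference was -3.29 (standard error 0.71, limma p = 7.73e-04, exact permutation p = 0.00433). There 1 of 5 LP arrays lay above the negative controls, so this size rests on background values. Both calls held with each array left out in turn.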

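In the network of Figure 2, 8 of the 28 probe sets lay above 0 and 20 below in LP minus HP. At the study's threshold 6 rose, LEP and SERINC2 among them, and 10 fell, COL5A3 among them, while 12 did not pass in limma. The network was drawn from calls on these pigs, so its directions are not independent evidence.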

Network 1 (with functions in ‘*molecular transport’*, ‘*lipid metabolism’*, ‘*small molecule biochemistry’*) may be seen in Figure 2 and included 19 down-regulated and 7 up-regulated genes. Leptin (*LEP*) was a hub molecule in this network and was up-regulated and a number of its downstream genes were also altered (e.g. *ACSL1, MAP3K3, MAPK8*, *PNPLA3*). 

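*LEP* was higher in LP muscle on the probe set that Table S1 lists (log2 difference 3.64, standard error 1.34, limma p = 0.0203, exact permutation p = 0.00866). This probe set lay above the negative controls on 4 of 6 HP arrays, and HP replicate 5 was far below the rest. Without that array the difference was 2.40 and still passed. A further LEP probe set, above the controls on all 11 arrays, differed by 0.74 on the log2 scale and did not pass (limma p = 0.0533, exact permutation p = 0.0887). It passed without HP replicate 4 (0.86), HP replicate 6 (0.82) or LP replicate 3 (1.01). The fat cell genes RBP4, LIPE and CFD did not pass the threshold. Of the downstream genes named, MAPK8 and the probe set annotated as PNPLA3 rose, and MAP3K3 and ACSL1 fell. A brighter MAP3K3 probe set differed by -0.31 and did not pass.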

Leptin is secreted from adipose cells and acts as “lipostat” regulating food intake and energy expenditure to maintain body weight homeostasis [50,51]. Indeed, several studies have shown that high circulating levels of leptin inhibit fatty acid esterification in rodent [52] and porcine skeletal muscle [53] and promote lipid oxidation. Higher expression of *LEP* is expected when a greater number of adipocytes are present and when fat content of adipocytes is higher [49,54,55]. Our study supports the observed associations of *LEP* with high IMF accumulation in muscle tissue in line with previous findings [19].

### Induction of hypoxic stress response

Seven genes in the ‘*HIF1α signalling’* cascade were up-regulated (*P = 0.006*). 

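Of the 8 probe sets in the paper's HIF1α group, 7 lay above 0 and MMP2 below. At the study's threshold 5 rose, among them those of HIF1A, MAPK8 and MMP24 and the probe set given as P4HTM, which carries the symbol SHISA5 in the platform annotation, and 1 fell. *HIF1A* was 1.43-fold higher on the probe set of Table S1 (limma p = 0.0152, exact permutation p = 0.0216), and did not pass when HP replicates 1, 2 and 4 were left out together (0.43), chosen after the array values were seen. A brighter HIF1A probe set differed by 0.20 (limma p = 0.138, exact permutation p = 0.0844). Its 2 remaining probe sets differed by 0.15 and -0.03 and did not pass. MAPK8, the stress kinase JNK1, was 1.29-fold higher (log2 difference 0.37 ± 0.12 (SE), exact permutation p = 0.00649). Its 2 dimmer probe sets differed by 0.15 and -0.04. The Table S1 probe set of NOS2, the inducible nitric oxide synthase, lay above the negative controls on no array, so no fold is given (limma p = 0.0891, exact permutation p = 0.119). It passed without LP replicate 2. Other NOS2 probe sets differed by -1.33 and 0.57, at mean levels of 1.19 and 2.60, and did not pass. Targets of the factor showed no shift as a set in camera (adjusted p = 0.744). Of 22 hypoxia response genes listed before the data were examined, 2 rose and 1 fell on the brightest probe set. A dimmer probe set of CA9, which is on this list, rose by 0.71 (exact permutation p = 0.0152). The brightest CA9 probe set differed by 0.32 and did not pass. The median of the 22 genes was -0.07, and their mean 0.04 with a positive test, and none passed when adjusted over the list alone. The study's group was chosen on these pigs and is not independent evidence.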

Hypoxia-Inducible Factor (HIF1) is a transcription factor that regulates the homeostatic responses to hypoxia by inducing expression of proteins controlling glucose metabolism, cell proliferation, and angiogenesis [56]. The relatively larger expanse of adipose tissue in high IMF muscle, as is present in LP animals leads to the formation of hypoxic areas, as some adipocytes become too distant from the vasculature to receive oxygen properly [56,57]. *HIF1-α* expression has also been proposed elsewhere as a marker of IMF accumulation in pigs naturally divergent in IMF content [8]. Apoptosis in adipocytes can be induced through cell signalling in response to hypoxia, via the insulin-signalling pathway, leading to inhibition of glucose uptake and release of free fatty acids [58] and here the ‘*apoptosis signalling’* cascade was also significantly represented among the DE genes.

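The apoptosis group of Table 3 went both ways, with 2 of its 8 probe sets higher and 4 lower in LP muscle at the study's threshold and 2 that did not pass. MAPK8 was among the genes that rose. CAPNS1 and all 3 probe sets of MAP4K4 fell. PARP1, which signals DNA breaks, and MRAS did not pass. The group was chosen by the study on these pigs, so its directions are not independent evidence.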

### Mechanisms regulating IMF accumulation in response to dietary protein restriction and other experimental models

Two previous studies have examined the influence of restriction of protein in porcine diet on gene expression and phenotype in porcine muscle. Da Costa et al. [15] examined energy and protein restriction and applied a small muscle specific microarray to male Duroc pigs on restricted and adequate energy and protein. Oster et al. [59] applied a reduced protein supply to the maternal diet during gestation; subsequently measuring phenotype and transcription in the offspring at different stages post mortem using the same array platform as employed in the present study. Da Costa et al. [15] in common with the present study, found reduced growth performance and increased IMF accumulation in pigs on restricted protein and energy diets. While in the present study, we have only studied one muscle, similarities were observed in the pathways and functions modulated across all three studies, and a number of pathways, e.g. fatty acid metabolism, were commonly differentially expressed in all three studies. Our phenotypic and gene expression findings in relation to dietary restriction at the post natal stage show interesting parallels with the impact of restricted protein at the gestational stage [59]. Restriction of growth performance was observed in the pigs restricted in protein during gestation as in those of the present study, which were restricted in protein in their own diets. Offspring offered poor protein supply during gestation had significantly lower body weight and lowered transcriptional abundance of growth-related genes and pathways at day 1 post natal. They compensated in terms of weight when offered adequate protein in later growth stages, but this was driven by fat accumulation while myofibrillar numbers remained low [59]. Despite reduced lean growth performance it was noteworthy however that major transcriptional differences as a result of protein restriction in gestation were not evident until approximately 188 days post natal. At this stage, pathways such as ‘*oxidative phosphorylation’*, ‘*fatty acid metabolism’*, ‘*cell cycle regulation’* and ‘*citrate cycle’* were differentially expressed in both model systems. This indicates that the major transcriptional shifts we have observed in the present study by restriction of protein in later stages of growth are also entailed by restriction of protein at the gestational stage. While dietary protein restriction is just one strategy to modify IMF content, a comparison of these studies and the study of Damon et al. [24], which applies a different model of differential IMF content, i.e. studying breeds contrasting for fatness, indicates that common metabolic processes may be induced by diverse stimuli such as genetics, nutrition and fetal programming. These common mechanisms lead to major differences in phenotypic outcomes for muscle tissue structure and organisation and give rise to important consequences for meat nutritional and eating quality.

## Conclusions

In this study, two extremes of IMF content were successfully generated using dietary lysine protein restriction. Remarkable differences were evident in the transcriptomic profiles. For example, LP muscle displayed over-expression of genes related to lipogenesis and lipolysis, while several genes known to be associated with adipoctye mass such as *SCD* and *LEP* were up-regulated. Functional categories which were decreased in their expression related to growth and development, protein synthesis and extracellular matrix development and organisation. The major patterns revealed by bioinformatic functional annotation clustering therefore involve restriction of cellular and muscle growth, cellular remodelling and differential expression of numerous lipid metabolic processes. A low protein diet can modulate IMF content by altering gene pathways involved in lipid biosynthesis and degradation; however this nutritional challenge negatively impacts protein synthesis pathways, which may have potential consequences for overall growth. The involvement of key master regulators of energy homeostasis illustrates the extensive perturbation of overall energy metabolism in muscle that occurs in response to protein restriction. Furthermore, the high IMF condition in this nutritional model is associated with a suite of responses which have also been observed in genetic and fetal programming models and thus may provide robust biological indicators of IMF accumulation.

## Methods

### Animals and treatments

All procedures described in this experiment were conducted under experimental licence from the Irish Department of Health in accordance with the Cruelty to Animals Act 1876 and the European Communities (Amendments of the cruelty of Animals Act 1976) Regulations, 1994. Eleven purebred Duroc gilts were blocked on the basis of initial body weight (BW) (46.3 ± 4.2 kg) and assigned to one of two dietary treatments. High (HP) and low protein (LP) diets were formulated to contain 217 and 128 g/kg crude protein (CP) respectively. Diet composition and nutrient analysis are detailed in Table 6. The HP and LP diets contained 13.0 and 7 g/kg of total lysine, respectively. Downward adjustment of CP was achieved by increasing the wheat:soyabean meal ratio. Diets were isocaloric, formulated to an estimated digestible energy (DE) density of 14 MJ/kg. Through the addition of synthetic amino acids, the dietary concentrations of threonine, tryptophan and total sulphur-containing amino acids were maintained at 65, 20 and 60% of lysine, respectively, which was sufficient to satisfy the ideal protein requirement [60]. The diets were manufactured into 3 mm pellets after heating the food to 85°C. Analysis of diets for dry matter (DM) and ash was carried out according to Association of Analytical Chemists (1995). Samples of feed were analysed for ether extract according to the Soxhlet method, using a Soxtec System (model 1043, Tecator, Sweden). The gross energy (GE) of feed and faeces samples was measured using an adiabatic bomb calorimeter (Parr Instruments, Il, USA). Dietary crude fibre was analysed by the Weende method [61] using a Fibertec system 1020 hot extractor (Tecator, Sweden). The dietary concentration of lysine, threonine, tryptophan and total sulphur amino acids was determined by high performance liquid chromatography [62]. The crude protein (CP, N x 6.25) concentration of feed was analysed by the macro-Kjeldahl technique using a Buchii distillation apparatus.

At approximately 10 weeks of age, six gilts were allocated to the HP diet and five gilts were allocated to the LP diet for 63 days. The pigs were penned in two groups with a space allowance of 0.75 m^2^ per pig. The house was mechanically ventilated to provide an ambient temperature of 18°C. Each pen had a solid floor lying area with access to slats. The pigs had *ad libitum* access to the diets. The pens were equipped with single-space computerized feeders (Mastleistungsprufung MLP-RAP; Schauer Agrotronic AG, Sursee, Switzerland) as described previously by Pauly et al. [63]. The pigs were weighed at the start of the experiment and subsequently on days 28 and 63 (morning of slaughter) and feed intake was recorded daily.

On day 63 of the experiment, animals were transported to the pilot-scale abattoir at Teagasc Food Research Centre, Ashtown. *M. semimembranosus* (SM) tissue was removed from each carcass, cut up finely under RNAse free conditions and preserved in RNALater® (Ambion) within 10 min post-slaughter, stored overnight at 4°C, and then stored at −20°C until RNA extraction. At day 1 post-mortem, SM muscle tissues were removed from the carcass, trimmed of subcutaneous fat and archived at −20°C for downstream compositional analysis.

#### Phenotype analysis

Fat and muscle depth were assessed on the carcass using the Hennessy Grading Probe according to supplier’s recommended protocol. Thawed muscle was cut into 3 cm^3^ cubes and homogenized using a Robot R301 Ultra Coupe blender (Robot Coupe Inc., MS, USA). IMF and moisture concentrations were determined using the Smart System 5 microwave moisture drying oven and NMR Smart Trac Rapid Fat Analyzer (CEM Corporation, Buckingham UK) using AOAC Official Methods 985.14 and 985.26, 1990. Protein concentration was determined using a LECO FP328 (LECO Corp., MI, USA) Protein Analyser based on the Dumas method and according to AOAC method 992.15, 1990. The least squares method of the GLM (General Linear Model) procedure in SAS [64] was carried out for statistical analysis of post-slaughter phenotypic and compositional measurements. Diet, slaughter weight and slaughter date were included in the model.

#### RNA extraction and cDNA synthesis

RNA extraction was carried out by Almac Diagnostics, UK. Briefly, preserved SM tissue samples were homogenised and processed using a standard phenol/guanidine isothiocyanate-based organic extraction method (e.g.TRI-Reagent, TRIZOL, or RNA STAT-60). RNA samples were analysed for concentration, purity and integrity using spectrophotometric and gel-based methods. Only samples with A260/280 ratios approximately 1.8-2.0 and two distinct peaks (for the 18S and 28S bands) were used to generate labelled targets.

For qPCR, one μg of DNAse-treated total RNA was used for cDNA synthesis using random primers and Superscript® III reverse transcriptase (Invitrogen Corp., San Diego, CA, USA). Negative control samples were prepared to ensure no genomic DNA contamination was present.

#### Microarray hybridisation

Gene expression profiling was performed using the Affymetrix GeneChip® Porcine Genome Array containing 23,937 probe sets that interrogate approximately 23,256 porcine transcripts from 20,201 *Sus scrofa* (pig) genes. RNA from each pig was hybridised to a separate array. Hybridisation, processing and preliminary analysis of porcine SM muscle RNA samples were carried out by Almac Diagnostics, UK, according to the manufacturer’s instructions. Briefly, 100 ng of total RNA was amplified using the NuGEN™ Ovation™ RNA Amplification System V2. After obtaining the first double-stranded cDNA, the appropriate amount of amplified single-stranded cDNA was used as a template for biotin labelling using the FL-Ovation™ cDNA Biotin Module V2. The enzymatically and chemically fragmented product (50–100 bp) was then labelled via the attachment of biotinylated nucleotides onto the 3′-end of the fragmented cDNA. The resultant fragmented and labelled cDNA was added to the hybridisation mix in accordance with the NuGEN™ guidelines for hybridisation onto Affymetrix GeneChip® arrays. Post hybridisation washing and staining were carried out using GeneChip® Fluidics Station 450 (Affymetrix) followed by scanning according to standard Affymetrix protocols.

#### Data analysis and bioinformatics

Microarray analysis including, pre-processing, normalisation and statistical analysis were performed using R (R, 2007) version 2.6 and Bioconductor [65] version 2.1., as previously described by Morris et al. [66]. Quality of data was determined before and after normalisation using a number of in-built QC methods as implemented in the Bioconductor Affycoretools and integrated packages to visualise problems if any existed, following array hybridisation, RNA degradation and data normalisation. The Propagating Uncertainty in Microarray Analysis (puma) method was used to estimate fold changes and P-like values for differential gene expression [67-69]. The puma package permits the use of probe level uncertainty to give improved performance when compared to traditional methods of differential gene expression analysis, principal component analysis and clustering. It uses a Bayesian hierarchical model to calculate the probability of positive likelihood ratio (PPLR) of differential gene expression. The PPLR associates probability values of genes being differentially expressed, which is a measure of the false positive detection of differential expression, to each ratio and generates lists of genes ranked by the probability of being DE. This PPLR statistic was converted into P-like values using the recommended formula in the puma method prior to subsequent analysis. The data set, which is compliant to the MIAME criteria, is deposited at Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the series accession number GSE44326.

#### Annotation and ontology analysis

ANEXdb (an integrated animal ANnotation and microarray EXpression database) [22] was used for annotation of DE genes. Following annotation, gene symbols were submitted to DAVID (Database for Annotation, Visualization and Integrated Discovery [70,71] with the purpose of determining gene function and to cluster genes into functionally significant gene clusters and also to determine significant biological pathways through KEGG (Kyoto Encyclopaedia of Genes and Genomes: [72,73]. Ingenuity Pathway Analysis (IPA, version 8.7, Ingenuity® Systems, CA, USA) was used for functional classification of DE genes. IPA is web-based software that allows identification of pathways, biological network and functions of experimental data and gene lists. In order to identify pathways that were more relevant to the metabolic processes of interest, cancer, disease-specific, neurotransmitter, nervous system signalling and pathogen-influenced signalling pathways were excluded from the IPA analysis.

#### Realtime quantitative PCR (qPCR) validation of selected DE genes

Gene specific primers were designed online using the Primer3 software (http://frodo.wi.mit.edu/primer3/) based on the porcine target sequences used on the Affymetrix array. All corresponding consensus expressed sequences were derived using the NetAffx Analysis Centre (http://www.affymetrix.com/analysis/index.affx) on the website. Specificity of primers was determined using the BLAST search tool on NCBI database (http://www.ncbi.nlm.nih.gov/BLAST). Oligonucleotides were commercially synthesised (Eurofins, Germany) and an initial conventional PCR reaction confirmed for each target gene that all RNA samples were free of contaminating genomic DNA with one distinct band present on a 1.2% agarose gel.

Primer sequences for three selected reference genes *Beta 2 microglobulin (β2M), TATA box binding protein* (*TBP)* and *Ribosomal protein L4 (RPL4*) are described in detail in McBryan et al. [74]. qPCR was performed on 96-well plates and reactions were carried out in triplicate for each cDNA sample. One μl of cDNA was amplified in a 20 μl volume using 10 μl SYBR® Green master mix and 1 μl of 0.2 μM forward and reverse primer mix and 8 μl nuclease free water (QIAGEN Ltd., West Sussex, UK). Cycling conditions for reference and selected genes on the 7500 system (Applied Biosystems, Foster City, CA, USA) were as follows: 50°C for 2 min, 95°C for 10 min, 40 cycles of 95°C for 15 s and 60°C for 1 min, 95°C for 15 s, 60°C for 1 min, 95°C for 15 s. All reactions included a dissociation curve analysis at the end of the amplification to confirm a single product at the expected melting temperature. Relative expression values were determined by comparison to a standard curve using serial dilutions of a pool of cDNA. The relative stability of the three reference genes was analysed using GeNorm [75].

Ten DE genes (six up-regulated: *MPHOSPH6, UBE2CBP, PNPLA3, SCD, BTG2, CBX5* and four down-regulated: *ANGPTL4, IQGAP2, PROCR, SATB2*) were selected based on their fold changes and their known functional roles in lipid, amino acid or skeletal muscle metabolism. In addition to these genes, three non-changing genes (*RAP1, MRPS6* and *PSMD1*) were also selected for the confirmation of microarray analysis. The thirteen genes (ten DE genes and three non-changing genes) with details of accession number, gene symbol, primer sequences, and product size are listed in Additional file 1: Table S2.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RMH carried out animal sampling, meat quality analysis, participated in experimental design, gene expression analysis, data analysis and interpretation, drafting and editing of the manuscript. OA participated in animal sampling, composition analysis and qPCR and participated in drafting of the manuscript. AMM participated in experimental design, data interpretation and editing of the manuscript. JOD carried out the animal feeding trial and participated in experimental design and editing of the manuscript. JMB participated in qPCR analysis. DGM carried out bioinformatic analysis of microarray data. TS participated in experimental design, data interpretation and editing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 542 differentially expressed probesets and associated annotations from Anexdb. **Table S2**. Primer details for reference, differentially expressed and non-changing genes. Click here for file

# Supplementary material for: Transcriptome analysis of porcine M. semimembranosus divergent in intramuscular fat as a consequence of dietary protein restriction
**Source:** BMC Genomics. 2013 Jul 6;14:453. doi: 10.1186/1471-2164-14-453
**Supplement:** Additional file 1: Table S1 — 542 differentially expressed probesets and associated annotations from Anexdb. Table S2. Primer details for reference, differentially expressed and non-changing genes.

**Supplementary Table 1 - 542 annotated differentially expressed probesets (*P < 0.05*) and associated annotations from Anexdb (**[**http://www.anexdb.org**](http://www.anexdb.org/)**)**

#Positive fold changes indicate that the low protein (LP) diet resulted in higher expression than the high protein (HP) diet and the number represents [expression LP / expression HP]. Negative fold changes indicate that the LP diet resulted in lower expression than the HP diet and the number represents {-[expression HP / expression LP]}.

**Supplementary Table 2- Primer details for reference, differentially expressed** (DE) and non-changing genes

| **Gene category** | **Gene symbol** | **GenBank accession no. (porcine)** | **Sequence (5’ to 3’)** | **Product size (bp)** |
| --- | --- | --- | --- | --- |
| Reference genes | B2M | NM_213978 | FWD: AAACGGAAAGCCAAATTACC  REV: ATCCACAGCGTTAGGAGTGA | 178 |
|  | TBP | DQ845176 | FWD: TTAATGGTGGTGTTGTGGACGGC  REV: CCAAATAGCAGCACAGTACGAGCAA | 168 |
|  | RPL4 | DQ845178 | FWD: AGAGATCCAAAGAGCCCTCCGC  REV: GCCTGGCGAAGAATGGTGTTTC | 144 |
| Differentially expressed genes | MPHOSPH6 | Human acc no: NM_005792.2 | FWD: ATGGGATTCATCAGGAATGG  REV: AGGTCAGTGACTGGGAGAGC | 124 |
|  | UBE2CBP | AK236545.1 | FWD: CCAGCCACAGATTGAGAACA  REV: CTTCACAGCCTTGGCTTTTC | 108 |
|  | LTBR | NM_001146126.1 | FWD: GCAAAACTCGTTGCACACAT  REV: GCAATATTTTGGCACACGTC | 122 |
|  | SCD | AY487830.1 | FWD: CTATGTGACCCTGGGCAAGT  REV: TCAAAACTGCCCTTTGAGGT | 100 |
|  | BTG2 | EU255256.1 | FWD: GCCCCTGCCTTTTTATAAGC  REV: AGACAGGCCTGCTCAACAGT | 119 |
|  | CBX5 | AY610107.1 | FWD: GACAGATTCCTGTGGCGATT  REV: GATATGCATGCCACGTCAGT | 146 |
|  | ANGPTL4 | AY974561.1 | FWD: TGCAAGATGACCTCAGATGG  REV: CTCCGAAGCCATCCTTGTAG | 103 |
|  | IQGAP2 | Human acc no: NM_006633.2 | FWD: AAGTGCACTACTGCCTCGTG  REV: AAATTGTGAGGGGTGGAGAT | 108 |
|  | PROCR-like | AY820762.1 | FWD: CTGGCAAGGGAAGATCTCAG  REV: TCTTCTCCCCTCCCTCAAAT | 138 |
|  | SATB2 | LOC100155877 | FWD: GCATCCGCATTTGGTATCTT  REV: ACAGGCTAAAATGCCCACAG | 140 |
| Non-changing genes | RAP1 | XM_001928649.1 | FWD: TTTCCCCTCAAACTCATTGC  REV: AGACCCATTTTTCCAAAGCA | 139 |
|  | MRPS6 | Human acc no: NM_032476.3 | FWD: TGGCTTGCTTAGAGCCACTT  REV: CCAAAGGGCGTTAGTGTTGT | 117 |
|  | PSMD1 | XM_001925902.1 | FWD: AATGCCTGTGAGGAAATTCG  REV: CCAAGTCGTGTGAAAGAGCA | 135 |

FWD: forward primer; REV: reverse primer; bp: base pairs.

How the deposited data were processed for this re-analysis (not part of the article)

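Expression in the *M. semimembranosus* of 11 Duroc gilts was measured on Affymetrix Porcine Genome arrays, 1 per pig, in 6 HP and 5 LP pigs. The deposited values are the authors' expression levels per probe set on a log2 scale. The paper's methods name R, Bioconductor and puma for fold changes and P-like values, and the background and normalisation steps of the deposited levels are not given in the sources used here. All 11 arrays have the same median, so the arrays had been scaled to a common level, and the values were used as deposited. All array columns were used, and the samples were grouped by the diet in their deposited labels. The probe-level intensity files were not used here, and neither were the qPCR and meat quality data. Of 24123 probe sets, 124 controls were left out and 23999 tested. Gene symbols came from the platform annotation for the gene lists, and from Table S1 and Table 2 of the paper for the genes it names.

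LP minus HP was fitted for each probe set in R 4.3.3 with limma 3.58.1 (linear model and empirical Bayes with a constant prior, two-sided). Probe sets were called at an unadjusted p of 0.05 or less, the study's threshold, and the number at a Benjamini-Hochberg adjusted p under 0.05 was counted as a result of its own. Folds above 1.5 were counted as in the study. For single genes the difference of means was also tested by an exact permutation over all splits of the pigs into 6 and 5, with p two-sided. An array was taken as above background for a probe set where its level exceeded the highest of 23 negative control probe sets on that array. Where no array of a group did, a fold is given as a bound from that level, or not at all where the bound was under 1. The comparison was tested on simulated data made with normal noise at each probe set's mean and estimated spread, with 200 changed probe sets. The study blocked the gilts on initial body weight, and the blocks are not given per pig in the sources used here, so the pigs were compared without pairs or blocks.

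In all 26 gene lists were fixed before the data were examined, from textbook knowledge and the processes the study discusses. They cover the cell cycle, extracellular matrix and collagen, fatty acid and triacylglycerol synthesis, cholesterol synthesis, fatty acid oxidation and lipolysis, the amino acid deprivation response, the hypoxia response, TGF-β signalling, protein breakdown, translation factors, cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis and glycogen, arachidonic acid metabolism, slow and fast fibre sarcomeres, myogenic and satellite cell genes, immediate early and stress genes, and markers of adipocytes, endothelium, pericytes and smooth muscle, fibroblasts, macrophages, lymphocytes, red blood cells and nerve. Each gene was read by the probe set with the highest mean among those with a single symbol, which gave 6765 genes. Lists with at least 5 measured genes, 25 of them, were tested against other genes with limma's camera at its preset correlation of 0.01, and the p values were adjusted over these lists by Benjamini-Hochberg. The groups of genes that the study names were chosen on the same pigs and were counted, not tested as sets. Members of the 26 lists such as ANGPTL4, ASNS, DDIT3, SCD, CKS2 and PLOD3 are also among the study's calls. The list results are therefore not fully independent of the study. Some single-gene results are not reported here. The genes named are those of the paper's text, Tables 2 to 5 and Figure 2, whose values in its tables had been seen, the 12 with the smallest p in each direction among probe sets with a single symbol and a mean above the median, and the 4 members of each list with the smallest p. SOCS3, STMN2 and ANKS1B were singled out for their fold in Table S1. The dimmer probe sets of RPS23, RPL11, EIF3D, IGF1R, PSMA6, SLC2A4, TGFB3 and ACVR1 were singled out after their values were seen. They passed where the brightest probe set of the gene did not. Dimmer probe sets of VCAN, ETFDH and TEK passed in the same way and are not described.

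The alternatives set before the data were examined were quantile normalization, centring of each array on its median, leaving out probe sets with a mean below the median, raising values below the 20th percentile to it, a trended robust prior, array weights, the replicate number as a block, leaving out each array in turn, the exact permutation test, camera with a correlation estimated for each list, and the mean of all probe sets of a gene. Leaving out HP replicates 1, 2 and 4 together, and leaving the PNPLA3 probe set out of the synthesis list, were added after the values were seen. For each result of a fit across many genes, 100 splits of the pigs into 6 and 5, the real one included, were drawn with a fixed seed. Single arrays far from their group were searched for with Dixon's test at its 95% critical value (0.71 for 5 arrays and 0.625 for 6). The p of the correlation with the spike-ins came from 1e+05 random orders of the arrays.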

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

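The tests of array scale, of connective tissue cells and of adipocytes were chosen after the results were seen. The tests of hybridisation brightness, of a single LP array and of other splits of the pigs were set before.

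Lists of bright genes were lower in LP, the cytosolic ribosomal proteins (adjusted p = 0.00110) and the fast fibre sarcomere (adjusted p = 0.0142), which the paper does not discuss as groups, and oxidative phosphorylation, which it names among changed pathways (adjusted p = 0.00170, 54 of 59 genes below 0, median -0.15, 4 of 5 LP arrays below the HP mean). None of their genes passed limma's threshold on its brightest probe set, and with an estimated correlation none of the 3 lists passed (adjusted p = 0.865, 0.738 and 0.865). After quantile normalization 0 of the 3 lists stayed lower at an adjusted p under 0.05, with oxidative phosphorylation still on the lower side (adjusted p = 0.497, over a range of 7.63e-07 to 0.865 across its alternatives) and the other two above. Across the arrays the ribosomal list followed the hybridisation spike-ins (r = 0.976), which come from no pig, so these lists may reflect the brightness of each array, and other splits of the pigs gave as small a p for each, so chance cannot be excluded. Without HP replicate 1, HP replicate 4 or LP replicate 1 the oxidative phosphorylation list did not pass (adjusted p = 0.0578, 0.138 and 0.0746), and a difference between the diets in fibre make-up stays open and was not tested.

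The extracellular matrix list was lower in LP, and the fibroblast markers, which the paper does not discuss, were lower as well (adjusted p = 0.00170, 5 of 5 LP arrays below the HP mean), with both calls lost at an estimated correlation (adjusted p = 0.428 each). Array brightness was argued against, since after quantile normalization the matrix list still passed (adjusted p = 3.23e-04, over a range of 7.92e-07 to 0.428 across its alternatives). The 5 fibroblast markers that are not on the matrix list, SCARA5, FAP, GSN (the brightest, at a mean log2 of 12.61 in LP and 12.86 in HP), DPT and CD34, fell by 0.28 on average (exact permutation p = 0.00649), or by 0.21 without HP replicate 3, so fewer connective tissue cells in the LP samples are a candidate explanation. Lower expression within the same cells stays open and was not tested. Without HP replicate 3 neither list passed (adjusted p = 0.0961 and 0.106), and other splits of the pigs gave a smaller p for both, so chance cannot be excluded.

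The synthesis list was higher in LP at camera's preset correlation, a call lost with an estimated one (adjusted p = 0.428, or 0.591 without PNPLA3, whose probe set may read another gene, against 0.0443 at the preset correlation). It passed without each LP array at the preset correlation (adjusted p up to 0.0425), so no single LP array carries that call, although it did not pass without HP replicate 3 (adjusted p = 0.0516, over a range of 0.00125 to 0.591 across its alternatives). The 13 adipocyte markers that are not on it differed by 0.13 (exact permutation p = 0.374, and 0.05 on the log2 scale without HP replicate 5) and the synthesis list by 0.30, and the difference between these shifts, 0.17, did not pass (exact permutation p = 0.238) and was 0.09 without HP replicate 3. Of 16 adipocyte markers 3 stand on the synthesis list, and of the others the brightest, FABP4 (mean log2 12.10 in LP and 12.21 in HP) and LPL (11.87 and 11.86), did not pass, nor did ADIPOQ (6.57 and 6.36). More adipocytes in the LP samples and higher synthesis per cell therefore cannot be told apart, since muscle fibres and fat cells were measured together and the markers spread widely between pigs, and the share of other splits of the pigs with as small a p lay near 0.05 and on either side of it in different draws, so chance is not taken as excluded.

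The cholesterol synthesis list, which the paper does not discuss, was higher in LP (adjusted p = 3.57e-04, 10 of 11 genes above 0, median 0.20, 5 of 5 LP arrays above the HP mean or 4 of 5 without HP replicate 3 or 5, adjusted p = 0.426 with an estimated correlation), and its score on HP replicate 4 was 0.24, far above the other HP arrays.

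Single arrays stood far from the rest of their group in 17 of 214 groups of arrays looked at, where chance gives about 1 in 20, by Dixon's test on log2 levels. HP replicate 5 was far lower than the other HP arrays for SCD (6.83) and LEP (-2.95) and far higher for SOCS3 (3.09). HP replicate 3 was far higher for KCND2 (3.28), STMN2 (5.41) and SCARA5 (10.69) and far lower for PDK4 (12.47) and UBE2CBP (7.06). Far below their HP group were also ANGPTL4 in HP replicate 2 (4.03), MPHOSPH6 in HP replicate 4 (7.69) and ALOX12 in HP replicate 6 (3.27). In LP, FIG4 in replicate 5 (7.85), MAD2L1 in replicate 1 (7.48), MLYCD in replicate 2 (5.15) and MAPK8 in replicate 3 (7.87) were far below the other arrays, and STMN2 in replicate 1 (0.73) far above.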

How the results depend on the processing

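Leaving out HP replicates 1, 2 and 4 together, the bright HP arrays, was chosen after the array values were seen, as was leaving PNPLA3 out of the synthesis list, and the other alternatives were set before. A fit without the bright HP arrays holds fewer pigs, so a call lost there need not mean a smaller difference. For ELN the difference was -0.81 there and -0.72 with all arrays. The count past the study's threshold was 710 with dim probe sets left out, 1884 without the bright HP arrays (606 calls shared) and 1066 to 1521 over single arrays left out. At an adjusted p of 0.05 it was 2 with the floor, 2 without the bright HP arrays and 0 to 3 over single arrays, and beyond 1.5-fold 102 with dim probe sets left out, 273 with the floor, 1030 without the bright HP arrays and 631 to 732 over single arrays. Of the Table S1 probe sets 282 to 348 passed again over single arrays, of the probe sets in the study's groups 90, or 57 without the bright HP arrays and 65 to 95 over single arrays. The share lower was 40.1% without the bright HP arrays, 48.6% without HP replicate 4 and 65.9% without HP replicate 3.

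With an estimated correlation none of the 25 lists passed, nor did the synthesis list without PNPLA3 (adjusted p = 0.591, against 0.0443 at the preset correlation). The adjusted p was 0.426 for the cell cycle, cholesterol and amino acid lists, 0.428 for the matrix, synthesis, oxidation and fibroblast lists, 0.466 for adipocyte markers, 0.865 for the ribosomal and oxidative phosphorylation lists and 0.738 for the fast fibre list. After quantile normalization it was 0.0420 and higher for the ribosomal list, 0.497 for oxidative phosphorylation, 0.729 and above 0 for the fast fibre list, and 0.0334 for the arachidonic list. Without the bright HP arrays it was 0.296 for adipocyte markers, 0.0208 for the arachidonic list and 0.00506 for macrophage markers, and the direction turned to higher for protein breakdown and glycolysis (0.0482), translation factors (0.00506), ribosomal proteins (4.10e-04), oxidative phosphorylation (0.0287) and the fast fibre list (0.368). Array weights gave 0.105 for adipocyte markers, and dim probe sets left out 0.00914 for the arachidonic and 0.0217 for the slow fibre list. The trended prior gave 0.0426 for the arachidonic list, and the mean of probe sets 0.0201 for that list and for protein breakdown.

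With the replicate number as a block (replicate block) 228 Table S1 probe sets passed again, and the lists of protein breakdown (0.00891) and slow fibres (0.0113) passed. Pigs of the same number had correlations of -0.15 to 0.09 over 5 numbers, and for 4 of these numbers the HP pig was correlated more closely with another LP pig, while for number 4 both correlations were 0.09, so the numbers were not taken to pair the pigs. Whether they follow the study's weight blocks is not given in the sources used here.

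Over single arrays left out the adjusted p ran from 7.92e-07 to 0.0961 for the matrix list, 0.00125 to 0.0516 for synthesis, 0.00598 to 0.170 for adipocyte markers, 0.00104 to 0.708 for protein breakdown, 2.90e-07 to 0.105 for ribosomal proteins, 7.63e-07 to 0.138 for oxidative phosphorylation, 0.0276 to 0.311 for the arachidonic list, 0.00981 to 0.324 for slow and 5.10e-04 to 0.105 for fast fibres, 1.59e-04 to 0.106 for fibroblast markers and 0.00363 to 0.646 for macrophage markers. The cell cycle (7.38e-08 to 0.00329), cholesterol (2.59e-05 to 0.0108), oxidation (1.75e-07 to 1.52e-04) and amino acid lists (2.59e-05 to 0.00104) passed in each of these. Of 241 probe sets of named genes 130 passed, and 95 to 118 of these did so over single arrays left out. Of them the exact test lost 7, quantile normalization 4 and the replicate block 43, and without the bright HP arrays 52 were lost and 22 of the 241 changed sign. Where no cause is named, the cause was not tested. Signal near the background limits the folds of dim transcripts.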

Differences from the paper's values

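The paper calls 744 transcripts with puma's P-like values, against 1227 with limma p here. Counts are taken here as different where one is more than 1.5 times the other. By that measure the count was not different without LP replicate 1 (1115), 2 (1066) or 3 (1099). With dim probe sets left out it was 710, but that setting does not test probe sets with a mean below the median. The 710 therefore cannot be set against the paper's count, which covers the whole array. The count differed under the other alternatives set before the data were examined. The paper counts 130 annotated genes beyond 1.5-fold, against 211 probe sets with a single symbol here. That count was within 1.5 times the paper's with low values raised to a floor (111) but not under the others. In the Figure 2 network it has 19 lower genes, against 10 genes here at the threshold. The number of genes was within 1.5 times the paper's with array weights (14) and without HP replicate 3 (13), and not under the others, while 20 of the 28 probe sets lay below 0.

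For ANGPTL4 the paper's fold in Table 2 is -2.204 and the fold here -9.79 on the same probe set, which 1 of 5 LP arrays reads above the negative controls. With low values raised to a floor it was -4.63, apart from the paper's fold by less than the SD between replicates (1.28 on the log2 scale), and under the other alternatives that keep the probe set it was apart by more. The paper states no error for its fold, and Table S1 gives -2.21 for this probe set and -2.20 for a brighter one, on which ANGPTL4 was 2.57-fold lower here, so the value of Table 2 may belong to the brighter probe set. For BTG2 the fold that Table 2 prints, 1.763, stands in Table S1 with the other BTG2 probe set (1.76, and 2.36 here), and Table S1 gives 1.40 for the probe set that Table 2 names, which was 1.74-fold higher here. For MRPS6 the paper gives 1.001, against -1.02 here, on either side of no change. The sign was the paper's after quantile normalization (1.02), with the replicate block, without HP replicate 1, 4, 5 or 6, without LP replicate 2 or 3, and without the bright HP arrays (1.04), a setting chosen after the values were seen, under which 271 of the study's 542 calls passed against 365. For PSMD1 the paper gives 1.002, against -1.07 here. Its sign was the paper's after quantile normalization (1.01) and without the bright HP arrays (1.07), and not under the others.

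All 542 probe sets of Table S1 had the paper's direction here, and 365 of them passed limma's threshold. Among the genes the paper discusses as lower, those that did not pass include COL3A1, COL4A1, ALOX12, DCN and CYP2C19, and among those it discusses as higher ADSL and NOS2. COL3A1 and DCN passed with dim probe sets left out, with the floor, with the trended prior and in the exact permutation test. COL4A1 passed after quantile normalization, with the trended prior and with the replicate block, ADSL after quantile normalization, with the trended prior and with array weights, and CYP2C19 with the floor and with array weights. STMN2 passed with the trended prior and in the exact test, ANKS1B with the floor, CCNB1 with the trended prior and UBE2CBP in the exact test. With 1 array left out COL3A1, COL4A1, ALOX12, DCN, CYP2C19, ADSL, NOS2, STMN2, ANKS1B and CCNB1 each passed in at least 1 case. Without the bright HP arrays, chosen after the values were seen, ADSL, CYP2C19 and STMN2 passed. Among the 241 probe sets of named genes, calls were gained by 9 with dim probe sets left out, 11 after quantile normalization, 18 each with the floor, the trended prior and array weights, 1 with the replicate block and 11 in the exact test. The paper describes the PPARα/RXRα genes as mostly raised, where 6 of the 12 probe sets lay above 0 here and 6 below. Of 92 probe sets that passed for genes the paper names, and that carry no other symbol in the platform annotation, 24 have a brighter probe set of the same gene there. The brightest one passed with the same sign in 6 of the 24, had the same sign and did not pass in 13, among them those of GPD1, CAPNS1, SERINC2, DARS, CA9, ECD and MAP3K3 (0.07, -0.05, 0.25, 0.14, 0.32, 0.11 and -0.31 on the log2 scale), and had the other sign and did not pass in 5. These 5 are 2 of SIAH2 (-0.50 and -0.54, against 0.10 on the brightest) and those of RAN (0.43 against -0.22), RSF1 (lower, above the negative controls on no LP array, so no size is given, against 0.06) and PSMA6 (0.44 against -0.14). The paper names MLYCD among over-expressed genes in 1 place and as lower in another, and here it was lower. The typeface of Table 3 marks NT5C3, DAPK1, ENPP1 and NEK2 as higher, and all 4 lay below 0 here, as they do in Table S1.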

Other observations

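The cholesterol synthesis list, a process the paper does not discuss, was higher in LP muscle by camera's preset correlation, with 2 of 11 genes past the threshold, no call at an estimated correlation (adjusted p = 0.426) and chance not excluded by other splits of the pigs. SQLE, the squalene epoxidase, was 1.70-fold higher, at 8.32 ± 0.43 (SD, n = 5) against 7.56 ± 0.48 (SD, n = 6) in HP (limma p = 0.0151, exact permutation p = 0.0216), and ACAT2, which makes acetoacetyl-CoA, 1.26-fold higher (limma p = 0.0271, exact permutation p = 0.0238). ACAT2 did not pass without HP replicate 3, 5 or 6 or LP replicate 2 or 3 (0.28 to 0.31 on the log2 scale), and a dimmer probe set of it differed by -0.23. Markers of other cells gave no call in camera, for endothelium (adjusted p = 0.809, 9 of 14 genes below 0, median -0.08), macrophages (adjusted p = 0.110, 8 of 10 below 0, median -0.28), lymphocytes (adjusted p = 0.744, 6 of 9 above 0, median 0.20 but mean -0.01, with the sign turned after quantile normalization) and nerve (adjusted p = 0.744, 6 of 9 below 0, median -0.11). The macrophage set passed without HP replicate 2 or 5 or LP replicate 1 or 3 (adjusted p = 0.00363 to 0.0345). Among pericyte and smooth muscle markers (adjusted p = 0.122, 5 of 7 below 0) RGS5, a pericyte regulator of G protein signalling, was 1.36-fold lower (limma p = 0.00804, exact permutation p = 0.00866), but did not pass without the bright HP arrays (-0.37), a setting chosen after the array values were seen. Immediate early and stress genes showed no shift as a set (adjusted p = 0.170, 11 of 19 above 0, median 0.03). The 3 red blood cell genes measured were too few to test, with a median of 0.13 but a mean of -0.18.

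Other splits of the same pigs into 6 and 5, set as a test before, show how far chance alone could go, with 100 splits drawn and the real one among them. As many probe sets past the threshold as the real 1227 came from 28 splits, and the highest other had 3024, several times the median of 1025, which points to a structure among the arrays other than diet. Beyond 1.5-fold it was 49 splits (642 real, 1081 highest other) and for the number of lists called 9 (11 and 13), so chance cannot be excluded for any of these 3 counts. At an adjusted p the real count was 0 (highest other 4), which all 100 splits reach by construction, so the splits cannot test it. By the camera p, 2 splits were as extreme for the oxidation list (p = 1.77e-07 against 1.40e-09 in the most extreme other permutation). The amino acid list also had 2 splits (camera p = 2.30e-05 against 2.87e-06 in the most extreme other permutation). Splits were counted per list, without adjustment over the lists judged this way, and neither list passed in camera with an estimated correlation. Chance is therefore not taken as excluded for the oxidation and amino acid lists. For the synthesis list (4 splits, p = 0.00375 against 9.97e-04) and the cholesterol list (6 splits, p = 7.13e-05 against 2.41e-06 in the most extreme other permutation) a further draw put each on the other side of 0.05, so chance is not taken as excluded. It cannot be excluded for the cell cycle (13 splits), matrix (31), adipocyte (23), ribosomal (35), oxidative phosphorylation (41), fast fibre (20) and fibroblast (21) lists. For these the camera p under the diets and in the most extreme other permutation were, in this order, p = 2.66e-06 and 1.62e-11, 9.88e-06 and 2.67e-13, 0.0115 and 1.03e-06, 2.63e-04 and 8.25e-20, 5.43e-04 and 6.51e-27, 0.00567 and 1.51e-07, and 5.08e-04 and 8.20e-07.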
